# Overexpression of *OsERF48* causes regulation of *OsCML16*, a calmodulin‐like protein gene that enhances root growth and drought tolerance

**DOI:** 10.1111/pbi.12716

**Published:** 2017-03-27

**Authors:** Harin Jung, Pil Joong Chung, Su‐Hyun Park, Mark Christian Felipe Reveche Redillas, Youn Shic Kim, Joo‐Won Suh, Ju‐Kon Kim

**Keywords:** *OsERF48*, drought tolerance, root growth, co‐regulatory network, calmodulin‐like protein

## Abstract

The AP2/ERF family is a plant‐specific transcription factor family whose members have been associated with various developmental processes and stress tolerance. Here, we functionally characterized the drought‐inducible *OsERF48*, a group Ib member of the rice ERF family with four conserved motifs, CMI‐1, ‐2, ‐3 and ‐4. A transactivation assay in yeast revealed that the C‐terminal CMI‐1 motif was essential for OsERF48 transcriptional activity. When *OsERF48* was overexpressed in an either a root‐specific ( *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^) or whole‐body ( *OX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^) manner, transgenic plants showed a longer and denser root phenotype compared to the nontransgenic (NT) controls. When plants were grown on a 40% polyethylene glycol‐infused medium under *in vitro* drought conditions, *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ plants showed a more vigorous root growth than *OX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ and NT plants. In addition, the *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ plants exhibited higher grain yield than *OX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ and NT plants under field‐drought conditions. We constructed a putative *OsERF48* regulatory network by cross‐referencing *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ root‐specific RNA‐seq data with a co‐expression network database, from which we inferred the involvement of 20 drought‐related genes in *OsERF48*‐mediated responses. These included genes annotated as being involved in stress signalling, carbohydrate metabolism, cell‐wall proteins and drought responses. They included, *OsCML16*, a key gene in calcium signalling during abiotic stress, which was shown to be a direct target of OsERF48 by chromatin immunoprecipitation‐qPCR analysis and a transient protoplast expression assay. Our results demonstrated that OsERF48 regulates *OsCML16*, a calmodulin‐like protein gene that enhances root growth and drought tolerance.

## Introduction

Plants dehydrate during limited water conditions, whereupon they close their stomata to avoid further water loss, while experiencing a stress‐induced reduction in growth. Roots are the first organs to sense drought conditions, and their regulation of water uptake is believed to be an important mechanism for managing restricted water availability (Matsuo *et al*., 2009). A robust root system is therefore both valuable for enhancing plant growth and integral in water stress responses (Uga *et al*., 2013). Root development is under complex cellular and metabolic control, and many of the associated processes are known to be regulated by specific transcription factors (TFs), including members of the APETALA2/ethylene‐responsive element binding factor (AP2/ERF), MYB, bZIP and NAC families (reviewed by Nakashima *et al*., 2014).

The AP2/ERF superfamily is one of the largest plant‐specific TF families. Proteins in this family contain a single AP2/ERF domain and are classified into ten subgroups (I–X), each with unique conserved motifs (Nakano *et al*., 2006). Two motifs have been functionally characterized: one from group VIII (CMVIII‐1), which is identical to an ERF‐associated amphiphilic repression (EAR) motif (Ohta *et al*., 2001) and the CMIX‐1 domain from *Arabidopsis thaliana* group IX, which is a transcriptional activation domain with a unique ‘EDLL’ motif (Tiwari *et al*., 2012). The other conserved motifs have yet to be characterized. AP2/ERF family members have been associated with root developmental processes and stress tolerance. *A. thaliana AP2/EREBP PUCH1* and poplar (*Populus trichocarpa*) *PtaERF003* promote lateral root formation (Hirota *et al*., 2007; Trupiano *et al*., 2013), while rice (*Oryza sativa*) *ERF3/AP37* is essential for crown root development (Zhao *et al*., 2015) and, when overexpressed, significantly increases grain yield under field‐drought conditions (Oh *et al*., 2009). It was proposed that a particularly well‐developed root system in the *ERF3/AP37* overexpressing plants was responsible for the increased grain yield (Zhao *et al*., 2015). In addition, overexpression of the *A. thaliana HARDY* gene in rice improved water‐use efficiency by increasing root biomass under drought conditions (Karaba *et al*., 2007). Recently, it was reported that overexpression of *OsERF71* (Lee *et al*., 2016a) and *HIGHER YIELD RICE*/*OsERF137* (Ambavaram *et al*., 2014) in rice resulted in vigorous root growth that improved grain yield under drought conditions. Finally, overexpression of other *AP2/ERF* TFs has been found to confer drought tolerance by elevating the levels of osmoprotectants, including proline and soluble sugars (Quan *et al*., 2010; Wang *et al*., 2015; Zhang *et al*., 2010).

In addition to TFs, Ca^2+^ acts as a core signal transducer and regulator in many plant adaptations to environmental conditions, and elevated levels of cytosolic calcium concentration are central to many stress responses (Zeng *et al*., 2015). Major transduction routes of Ca^2+^ signalling involve the calcium‐binding proteins, calmodulin (CaM) and CaM‐like proteins (CML), calcium‐dependent protein kinases (CDPKs) and calcineurin‐B‐like proteins (CBL) (Reddy *et al*., 2011). CMLs are multifunctional proteins that interact with a broad range of Ca^2+^ binding downstream targets by directly or indirectly binding to their promoters, in combination with calmodulin‐binding proteins (CBPs). These interactions mediate the regulation of various target proteins, such as protein kinases/phosphatases, transcription factors, metabolic enzymes, ion channels and structural proteins (reviewed by *Reddy et al*., 2011; Zeng *et al*., 2015). There is considerable evidence that CMLs play a critical role in Ca^2+^ signalling during plant adaptations to abiotic stress in tomato (*Solanum lycopersicum*) (Munir *et al*., 2016), *A. thaliana* (Magnan *et al*., 2008; Park *et al*., 2010) and rice (Xu *et al*., 2011). However, the molecular mechanisms by which CMLs regulate stress responses remain unknown.

In the present study, we investigated the roles of *OsERF48*, a rice gene encoding an ERF TF, by overexpressing it in transgenic rice plants in either a root‐specific or whole‐body expression manner. Root‐specific overexpressors showed improved drought tolerance by a promotion of root growth than whole‐body overexpressors or nontransgenic (NT) control plants. By cross‐referencing RNA‐seq data with a co‐expression database, we constructed a putative regulatory network of *OsERF48* in which *OsCML16*, a calmodulin‐like protein, plays a central role. Our results suggest that OsERF48 regulates *OsCML16*, which in turn enhances root growth and drought tolerance.

## Results

### OsERF48 is a drought‐inducible transcriptional activator

*OsERF48* (Os08g0408500) transcript levels increased upon exposure of 2‐week‐old rice seedlings to drought and high‐salt conditions, but not upon exposure to the hormone abscisic acid (ABA) and low temperature (Figure 1a). To verify that OsERF48 was localized in the nucleus, which would be expected for a transcription factor, a construct with the full‐length *OsERF48* translationally fused to *green fluorescent protein* (*GFP*) was transformed into rice protoplasts, together with a gene encoding the nuclear localized reporter *OsNF‐YA7‐mCherry* as a positive control (Lee *et al*., 2015). GFP and mCherry fluorescence co‐localized in the nucleus of rice protoplasts (Figure 1b), indicating nuclear localization of OsERF48.

**Figure 1:**
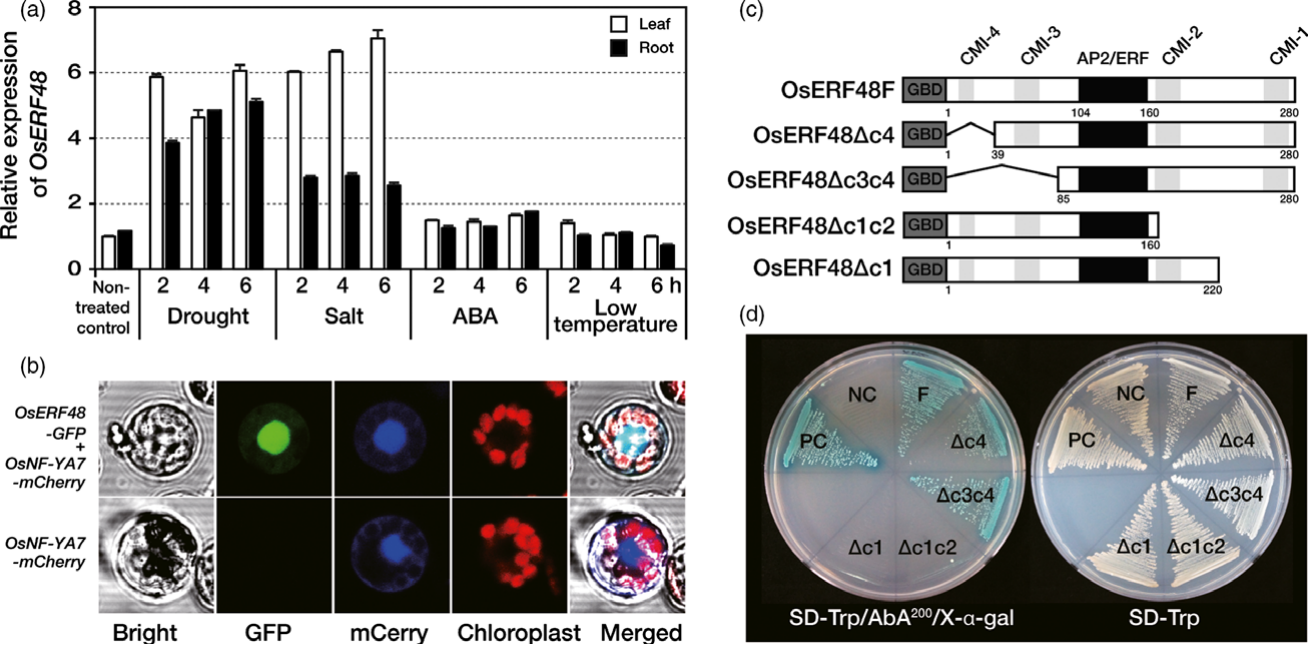
OsERF48 is a nuclear protein with transcriptional activation. (a) Relative expression of *OsERF48* in response to abiotic stresses. Two‐week‐old seedlings were exposed to air‐drying (drought), 400 mm NaCl (salt), 100 μm abscisic acid (ABA) at 28 °C and at 4 °C (low temperature) for the indicated time points. *OsUbi1* expression was used as an internal control. Values are the means ± SD (standard deviation) of three independent experiments. (b) Subcellular localization of OsERF48 in rice protoplasts. Protoplasts were transiently co‐transformed with *OsERF48‐GFP* and the nuclear localization control *OsNF‐YA7‐mCherry*. Fluorescence was observed using a confocal microscope. (c–d) Transactivation activity of OsERF48 using a yeast system. (c) Schematic structure of OsERF48 full length and deletion mutants. (d) Transformed yeast cells harbouring the indicated constructs on SD/‐Trp and SD/‐Trp/AbA^200^/X‐α‐gal. NC, negative control (*pGBKT7*); PC, positive control (*pGBKT7‐53 + pGADT7‐RecT*); AP2/ERF, AP2/ERF domain, CMI, conserved motif of group I, GBD, GAL4 DNA‐binding domain.

To confirm the transcriptional activity of OsERF48, the GAL4 DNA‐binding domain (DBD) was fused to a full‐length or deletion mutants of OsERF48 (Figure S1) and reporter genes expressed in yeast under the control of the GAL4 target‐binding site. Overexpression of the full‐length protein (OsERF48F) or either of two N‐terminal deletion mutants (OsERF48Δc4 and OsERF48Δc3c4) induced expression of the reporter genes, demonstrating their transcriptional activity (Figure 1c, d). However, C‐terminal deletions of CMI‐1 and CMI‐2 (OsERF48Δc1c2), or CMI‐1 only (OsERF48Δc1), resulted in no induction of the reporter genes (Figure 1c, d), suggesting that CMI‐1 is important for the transcriptional activity of OsERF48.

### Overexpression of *OsERF48* in rice confers drought tolerance at the vegetative stage

To investigate the biological function of *OsERF48*, we generated three types of transgenic rice plants, in the *Ilmi* cultivar: one with *r*oot‐specific *o*vere*x*pression (*ROX* ^*OsERF48*^); the second with whole‐body *o*vere*x*pression (*OX* ^*OsERF48*^); and the third with RNA‐interference (*RNAi* ^*OsERF48*^)‐mediated suppression of the *OsERF48* gene (Figure S2a, b). We chose single‐copy T_3_ homozygous transgenic lines for subsequent analysis (Figure S3) and showed that the *OsERF48* transcript levels were elevated in both leaves and roots of *OX* ^*OsERF48*^ and only in roots of *ROX* ^*OsERF48*^ plants, while they were decreased by 50% compared to nontransgenic control (NT) plants in *RNAi* ^*OsERF48*^ roots (Figure 2a).

**Figure 2:**
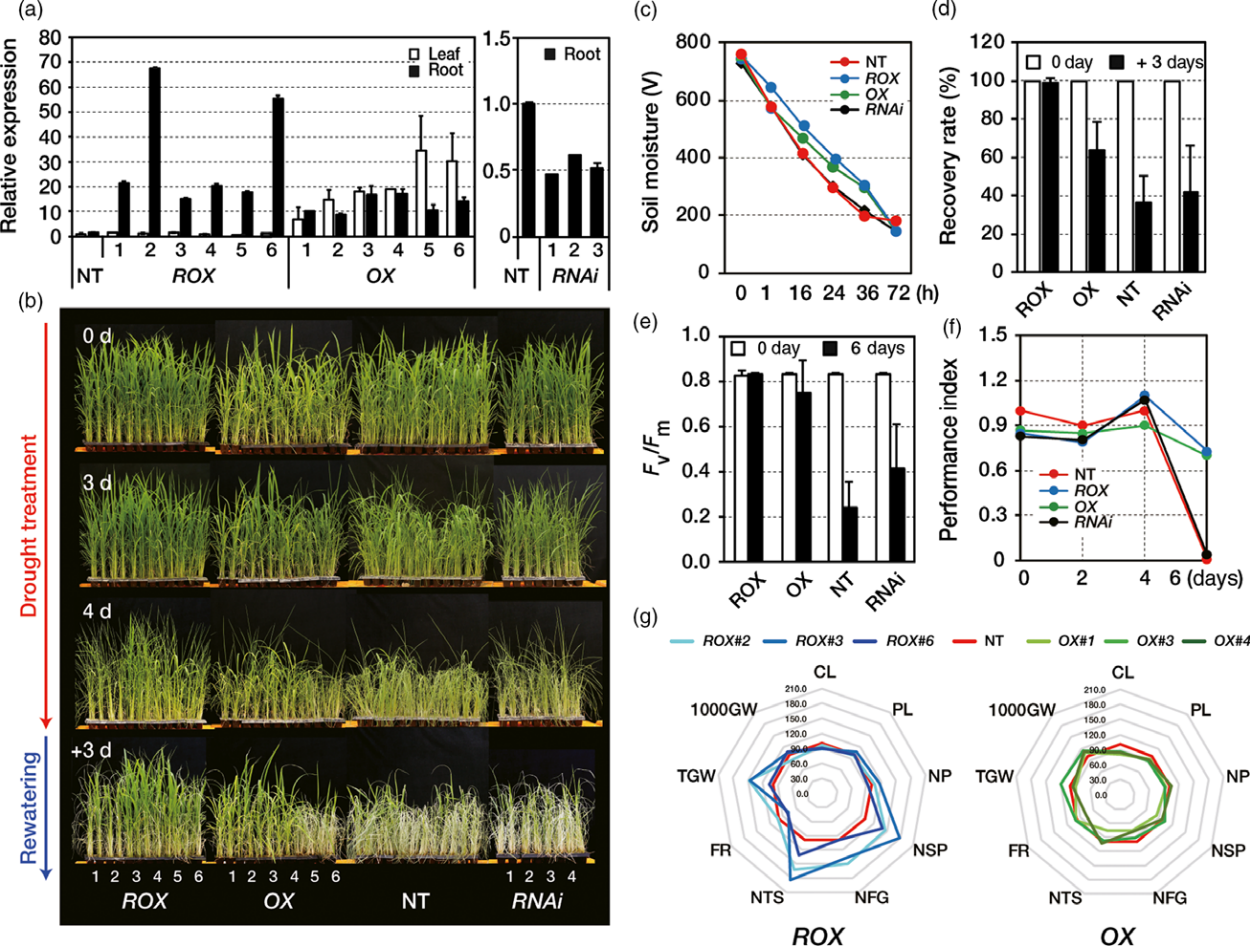
Drought tolerance of *OsERF48* overexpressing plants. (a) Relative expression of *OsERF48* transcripts in transgenic and nontransgenic (NT) plants. Two‐week‐old roots or leaves from transgenic plants were used for the analysis. *OsUbi1* expression was used as an internal control. Values are the means** **± SD of three independent experiments. (b–d) All plants were grown in soil for 1 month under well‐watered conditions and were then exposed to drought stress for 4 days, followed by re‐watering for 3 days in the greenhouse. (b) Drought tolerance of transgenic and NT plants. (c) Soil moisture in the pots exposed to drought treatment at the indicated time points. Values are the means** **± SD (*n* = 20). (d) Recovery rate scored 7 days after re‐watering. Values are the means** **± SD (*n* = 30). (e, f) Determination of the photosynthetic viability of transgenic and NT plants under drought conditions. All plants were grown in soil for 2 months under well‐watered conditions and then exposed to drought stress for 6 days. At the indicated time point after exposure to drought stress, the chlorophyll fluorescence (*F*_*v*_ */F*_*m*_) (e) and performance index (f) of transgenic and NT plants were measured. Each data point represents the mean** **±**** SD (*n* = 30 points per independent lines of each genotypes). (g) Agronomic traits of transgenic and NT plants under drought conditions. The spider plot represents the agronomic traits by the percentage of the mean values (*n* = 18), listed in Table 1. Mean measurements from the NT control were assigned a 100% reference value. CL, culm length; PL, panicle length; NP, number of panicle; NSP, number of spikelet per panicle; NFG, number of filled grain; NTS, number of total spikelet; FR, filling rate; TGW, total grain weight; 1000GW, 1000 grain weight. *ROX*, *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^; *OX*, *OX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^.

To perform a drought tolerance test, 1‐month‐old transgenic and NT plants were exposed to drought by withholding water for several days. Soil moisture showed a constant decrease over this period, indicating that the stress was uniformly applied to the plants (Figure 2c). Visual drought‐associated symptoms, such as leaf rolling and wilting, occurred earlier in NT and *RNAi* ^*OsERF48*^ plants than in the *OsERF48* overexpressing plants (Figure 2b). Notably, all plants of the *ROX* ^*OsERF48*^ lines showed far fewer such symptoms than the other plants after 4 days of drought exposure, and they also had the highest recovery rate (99%) after re‐watering. Two of six *OX* ^*OsERF48*^ lines, as well as all the *RNAi* ^*OsERF48*^ and NT plants exhibited severe drought symptoms, indicative of a much lower recovery rate than the *ROX* ^*OsERF48*^ plants after re‐watering (Figure 2d). To verify the drought tolerance, we selected 3 independent transgenic lines harbouring each construct (#2, 3 and 6 for *ROX* ^*OsERF48*^; #1, 3 and 4 for *OX* ^*OsERF48*^; # 1, 2 and 4 for *RNAi* ^*OsERF48*^) and determined their *F*_*v*_ */F*_*m*_ values and performance index, which represent two different indicators of photochemical efficiency, under drought conditions. Leaves of the *ROX* ^*OsERF48*^ and the *OX* ^*OsERF48*^ plants remained more viable with higher *F*_*v*_ */F*_*m*_ values (Figure S4a, b) and performance index values after 6 days of drought treatment than the NT and *RNAi* ^*OsERF48*^ plants (Figure 2e, f), indicating a higher drought tolerance in the overexpression plants than in the knock‐down (RNAi) and NT controls.

### *ROX* ^*OsERF48*^ lines have increased grain yield under drought conditions

Since crop productivity is closely associated with drought stress, we evaluated yield components of the transgenic plants under normal and field‐drought conditions. *OsERF48* overexpressing plants exhibited several growth defects, such as reduced plant height, panicle and spikelet number, which collectively contributed to a lower total grain weight under normal growth conditions (Table 1). However, under field‐drought conditions, the number of total spikelets (NTS) and total grain weight (TGW) of the *ROX* ^*OsERF48*^ plants were 33%–85% and 6%–47% greater, respectively, while those of the *OX* ^*OsERF48*^ plants were similar to the NT plants (Table 1; Figure 2g). These results suggest that the *ROX* ^*OsERF48*^ plants showed enhanced drought tolerance during the reproductive stage of growth hence higher grain yield under field‐drought conditions.

**Table 1:** Agronomic traits of transgenic rice plants grown under normal and drought conditions

Genotype	Culm length (cm)	Panicle length (cm)	No. of panicle/hill	No. of spikelet/panicle	No. of total spikelet/hill	Filling rate (%)	Total grain weight (g)	1000 grain weight (g)
Normal condition								
NT	69.4	20.3	16.6	116.3	1935.5	91.5	46.8	26.6
*ROX‐2*	58.7**	21.2	10.8**	120.3	1283.1**	75.5**	26.2**	29.2
%Δ	−15.4	4.4	−35.3	3.4	−33.7	−17.4	44.1	10.0
*ROX‐3*	63.7**	21.4	13.0**	123.3	1575.9**	87.2**	38.0**	28.0*
%Δ	−8.2	5.7	−21.8	6.0	−18.6	−4.7	−18.8	5.5
*ROX‐6*	63.5**	19.5	11.4**	126.4**	1444.4**	76.6**	26.9**	25.3
%Δ	−8.4	−3.6	−31.1	8.6	−25.4	−16.3	−42.5	−4.7
*OX‐1*	64.4**	19.3	13.8**	104.2	1387.3**	85.9**	33.2**	28.1
%Δ	−7.1	−4.8	−17.2	−10.4	−28.3	6.1	−29.0	6.0
*OX‐3*	60.6**	18.8	16.8	100.1**	1657.2	82.3**	36.1**	26.7
%Δ	−12.7	−7.5	0.8	−13.9	−14.4	−10.0	−22.8	0.6
*OX‐4*	60.7**	18.4	15.0	87.0**	1307.4**	80.6**	28.3**	27.0
%Δ	−12.4	−9.2	−9.5	−25.2	−32.5	−11.9	−39.5	1.7
Drought condition								
NT	56.4	17.9	11.5	67.0	759.9	64.7	12.1	27.1
*ROX‐2*	54.9	17.8	12.4	98.0**	1224.8**	65.5	17.7**	23.9
%Δ	−2.8	−0.6	7.3	46.3	61.2	1.2	47.0	−11.7
*ROX‐3*	49.7**	19.3	13.4	120.0**	1404.0	49.5	17.6	28.6
%Δ	−11.9	8.1	16.2	79.2	84.8	−23.5	46.1	5.9
*ROX‐6*	51.4**	17.9	10.6	92.8**	1007.1	51.9	12.8	29.3
%Δ	−8.9	0.1	−7.7	38.5	32.5	−19.9	6.2	8.3
*OX‐1*	45.4**	16.6	10.7	56.3*	571.7**	65.5	10.7	29.5
%Δ	−19.4	−7.0	−7.5	−15.9	−24.8	1.3	−11.0	9.2
*OX‐3*	48.1**	15.7	10.5	70.0	740.0	65.5	14.3	30.9
%Δ	−14.6	−12.0	−9.3	4.4	−2.6	1.2	18.8	14.2
*OX‐4*	47.9**	16.3	12.1	65.5	785.3	50.7*	11.3	30.1
%Δ	−15.0	−9.0	4.8	−2.3	3.3	−21.7	−6.0	11.2

Each data values represents the mean (*n* = 30, normal conditions; *n* = 18, drought conditions) for transgenic and NT control plants. Single (*P < 0.05) and two asterisks (**P < 0.01) represent significant differences by the Student's *t*‐test between the transgenic and NT plants.

### *ROX* ^*OsERF48*^ lines have enhanced root growth under drought conditions

Under normal growth conditions, primary roots of *ROX* ^*OsERF48*^ and *OX* ^*OsERF48*^ plants were 19%, longer than NT roots, resulting in a deeper root growth (Figures 3a, S5a‐c). In addition, the *ROX* ^*OsERF48*^ and *OX* ^*OsERF48*^ roots had a higher lateral root density by 43.8% and 16.4%, respectively, than the NT plants (Figures 3c, S5d). In contrast, the primary root length of the *RNAi* ^*OsERF48*^ plants was similar to that of the NT plants, and the lateral root density was 28% lower (Figure 3d, e). The root‐to‐shoot (R/S) ratio of the *ROX* ^*OsERF48*^ and *OX* ^*OsERF48*^ plants was 65% and 64% higher, respectively, than the NT plants (Table 2), and this correlated with increased root dry weight values in the *ROX* ^*OsERF48*^ and *OX* ^*OsERF48*^ plants, which were approximately twice that of the NT plants (Table 2). We concluded that overexpression of *OsERF48* caused longer and denser root growth, resulting in a more vigorous root growth phenotype with higher R/S ratio.

**Figure 3:**
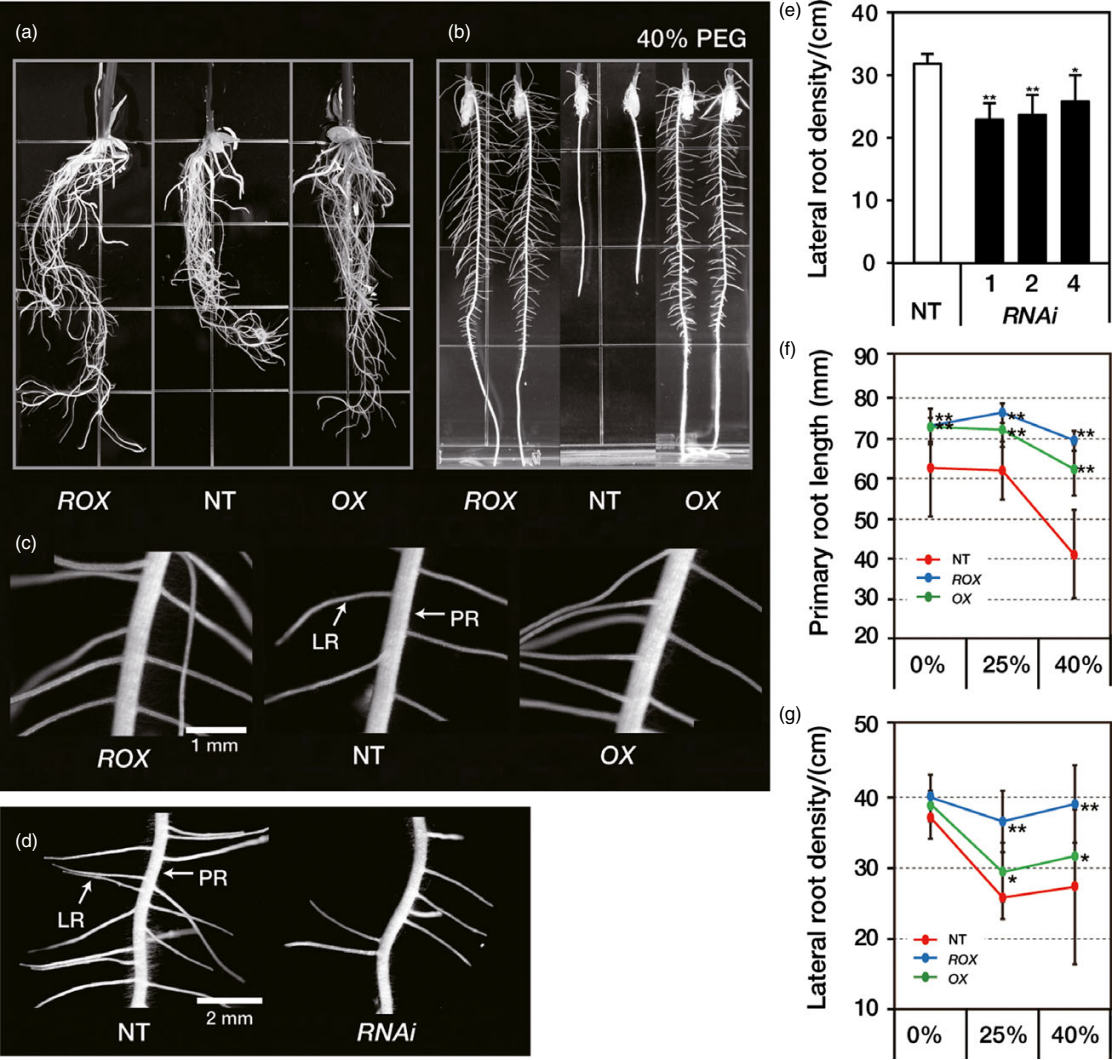
*OsERF48* overexpressing lines have vigorous root growth. (a–c) Comparison of 6‐day‐old seedlings roots of *OsERF48* overexpression and nontransgenic (NT) plants. (a) Root morphology of plants grown on normal growth media. (b) Root growth of plants grown on a 40% polyethylene glycol (PEG)‐infused media for *in vitro* drought conditions. (c) Lateral root morphology of plants grown on normal growth media (scale bar, 1 mm). (d) Lateral root morphology of *RNAi* ^*Os*^ ^*ERF*^ ^*48*^ and NT plants (scale bar, 2 mm). (e) Lateral root density of *RNAi* ^*Os*^ ^*ERF*^ ^*48*^ and NT plants. (f) Primary root length of the *OsERF48* overexpressing and NT plants grown on the PEG‐infused media. (g) Lateral root density of the *OsERF48* overexpressing and NT plants grown on the PEG‐infused media. Lateral root density was measured within a 3‐ to 4.5‐cm region from the root tip. Each data point represents the mean** **±**** SD (*n* = 15 plants per independent lines of each genotypes). A single (*P < 0.05) and two asterisks (**P < 0.01) represent significant differences, as determined by the student's *t*‐test between the transgenic and NT plants. PR, primary root; LR, lateral root; *ROX*, *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^; *OX*, *OX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^; *RNAi*, *RNAi* ^*Os*^ ^*ERF*^ ^*48*^.

**Table 2:** Root and shoot dry weights in *OsERF48* transgenic and nontransgenic (NT) plants

Genotype	Shoot		Root		R/S (%)
	Dry weight	Δ%	Dry weight	Δ%	
NT	49.85 ± 1.75		10.5 ± 1.63		0.21 ± 0.03
*ROX*					
2	60.13 ± 3.23*	20.6	20.90 ± 1.45**	98.6	0.35 ± 0.03**
3	59.13 ± 4.06*	18.6	20.77 ± 1.47**	97.3	0.35 ± 0.04**
6	61.47 ± 3.50*	23.3	21.20 ± 2.96*	101.4	0.34 ± 0.07
Average	60.24 ± 3.50	23.3	20.96 ± 2.96	101.4	0.35 ± 0.07
*OX*					
1	51.33 ± 4.26	3.0	21.40 ± 1.47**	103.3	0.42 ± 0.06**
3	58.03 ± 4.91	16.4	19.70 ± 2.88*	87.2	0.34 ± 0.03**
4	49.70 ± 2.79	−0.3	16.30 ± 4.19	54.9	0.33 ± 0.11
Average	53.87 ± 2.79	8.1	18.00 ± 4.19	71.0	0.33 ± 0.11

Mean ± SD followed by a single (*P < 0.05) or two asterisks (**P < 0.01) represent significant differences as determined by the Student's *t*‐test between the transgenic and nontransgenic (NT) plants. *ROX*,* ROX* ^*OsERF48*^; *OX*,* OX* ^*OsERF48*^.

To observe the root phenotype under drought conditions, seedlings were grown in PEG‐infused media (0%, 25% and 40% PEG). Figure 3b shows that under severe drought conditions (40% PEG), roots of the *ROX* ^*OsERF48*^ plants were denser and the lateral roots were longer than those of the *OX* ^*OsERF48*^ plants. Root growth of the NT and *OX* ^*OsERF48*^ plants in 40% PEG‐infused media was severely retarded in terms of primary root length (by 35% and 19%, respectively) and lateral root density (both by 27%). Under the same drought conditions, the *ROX* ^*OsERF48*^ plants maintained their root growth with far less of a reduction in primary root length (5.3%) and lateral root density (2.3%) than the other plants. Thus, under drought conditions, the *ROX* ^*OsERF48*^ plants had a more vigorous root phenotype than the NT and *OX* ^*OsERF48*^ plants, which is consistent with enhanced drought tolerance.

### Construction of an *OsERF48* transcriptional co‐regulatory network

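Roots of 2-week-old rice plants of the cultivar Ilmi were sequenced in 8 libraries, of which 4 came from nontransgenic (NT) plants and 4 from *ROX* OsERF48 plants, which overexpress *OsERF48* from the root-specific *RCc3* promoter. The authors deposited FPKM values (fragments assigned to a gene, normalized for its length and for the number of mapped fragments) for 37869 genes and 44539 transcripts. The names of the table columns tell *OsERF48* transgenic from NT libraries, but not which transgenic line a library came from, so the lines were pooled. The column names fall into 2 styles, and each style covers 2 NT and 2 *ROX* OsERF48 libraries, called here the Root and the Set libraries after the word in their names. The Set names carry ERF48 or WT but neither the promoter nor the tissue, which were taken from the description of the study. Across all genes, log2(FPKM + 1) correlated between libraries of the same set with Pearson coefficients from 0.978 to 0.998, and between libraries of different sets with coefficients from 0.904 to 0.938, so every comparison was also made within each set. Low FPKM values of genes with 1 transcript fell on steps of whole fragments, from which the depth was estimated. It came to about 37600000 and 42000000 fragments in the Root NT libraries, 37600000 and 43600000 in the Root *ROX* OsERF48 libraries, 49400000 and 46600000 in the Set NT libraries and 49700000 and 48400000 in the Set *ROX* OsERF48 libraries. Between 92.7% and 93.8% of the low values were within 0.1 of a whole fragment. The variance between the libraries of a pair was 1.15 times the sampling noise for Root NT, 1.51 times for Root *ROX* OsERF48, 5.49 times for Set NT and 6.97 times for Set *ROX* OsERF48. The paper describes technical replicates, and Root pairs this close count for less than 2 independent samples each, so p-values from all libraries understate the chance of a false call. Genes with a mean FPKM of at least 0.5 over the 8 libraries, 26136 in all, were compared between the 4 *ROX* OsERF48 and the 4 NT libraries with limma on log2(FPKM + 1), a scale that understates the change of genes with low values. *OsERF48* (Os08g0408500) lies on chromosome 8 from 19547328 to 19548978 in the coordinates of the deposited table, as 1 transcript of 1651 bases that fills this span and so has no intron. Its FPKM was 467 ± 4.02 (SD, n = 2 libraries) in Root *ROX* OsERF48 against 86.4 ± 0.250 (SD, n = 2) in Root NT, and 714 ± 144 (SD, n = 2) in Set *ROX* OsERF48 against 62.6 ± 4.66 (SD, n = 2) in Set NT. Its log2 fold change was 2.95 (standard error 0.23, adjusted p = 0.00313 from limma with Benjamini-Hochberg adjustment). All 4 *ROX* OsERF48 libraries were above all 4 NT libraries (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow).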

To identify *OsERF48* target genes, we performed a RNA‐seq analysis on roots of two independent *ROX* ^*OsERF48*^ lines with high *OsERF48* transcript levels (*ROX#2* and *ROX#6*) together with nontransgenic plants grown under normal conditions. A total of 200 differentially expressed genes (DEGs) with significant changes in transcript abundance were found, of which 159 and 41 were up‐ and down‐regulated in *ROX* ^*OsERF48*^ roots, respectively, compared to NT roots (Figure S6a, b). 

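In the deposited FPKM values, 196 genes were at least 2-fold higher and 41 at least 2-fold lower in *ROX* OsERF48 than in NT roots at an unadjusted p under 0.05 from limma, the fold and p limits given in the methods. The test that the DEG analysis used is not named in the paper's text. After Benjamini-Hochberg adjustment over all 26136 genes, 45 genes had an adjusted p under 0.05, 39 of them higher and 6 lower. This fit leaves the library set out of account. With the set as a covariate in limma, a fit chosen after seeing the data, more genes passed in each direction and after adjustment, as counted in the closing section. The 4 *ROX* OsERF48 libraries were all above the 4 NT libraries for 153 of the 196 higher genes, and all below them for 35 of the 41 lower genes. Over all genes tested such separation occurred in 5.38%. Chance would give 2.86% if all 8 libraries were exchangeable. The sets differ and the Root pairs are close, so the libraries are not exchangeable and 2.86% is no valid reference. The counts of separated genes among the called ones also carry the choice of these genes on the same libraries. Among the alternatives fixed beforehand, the count of higher genes ran from 76, with the 2 libraries of each pair averaged, to 352, with the first Set *ROX* OsERF48 library left out. The count of lower genes ran from 17, with a minimum mean FPKM of 5, to 149, with ratios of mean FPKM. Within each set alone, genes were kept by their mean FPKM in that set, 25090 in the Root and 26131 in the Set libraries. On that basis 1061 genes were higher and 245 lower by the same limits within the Root libraries, and within the Set libraries 241 were higher and 156 lower. On average over each pair, 189 of the 196 higher genes rose in both sets, 76 of them at least 2-fold in both. The rise reached 2-fold in the Root libraries only for 101 genes and in the Set libraries only for 19. On the same averages, 40 of the 41 lower genes fell in both sets, 22 of them at least 2-fold in both.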

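Figure S6c names *OsCML16*, *OsCCD1*, *OsDREB1c*, *OsAP2-39*, *OsXTH9*, *OsAGP24*, *RS5*, *OsGolS1*, *DIP1*, *OsSAP12*, *OsJAZ3*, *OsASR2*, *WSI724*, *OsLTP1.14*, *OsJAZ4*, a COBRA-like gene (Os10g0497700), a beta-amylase gene (Os03g0141200) and a universal stress protein gene (Os03g0750000). Of these 18 genes, 17 passed the 2-fold and unadjusted p limits in the RNA-seq data, and all 18 were higher in *ROX* OsERF48 roots, with log2 fold changes from 1.36 to 3.63. On average over each pair, the 18 genes rose in both library sets. The median rise was 2.88 on the log2 scale in the Root libraries and 0.94 in the Set libraries. The smallest Set rise was 0.094, for *OsJAZ4*, whose libraries overlapped between the genotypes. It had 13.0 and 20.5 FPKM in Set *ROX* OsERF48 against 14.1 and 16.5 in Set NT. 17 were at least 2-fold higher in the Root and 8 in the Set libraries. On log2(FPKM + 1) over all libraries, the largest log2 fold change of the 18 belonged to *OsASR2* (Os04g0423400), at 3.63 (standard error 0.59). *OsDREB1c* rose more than *OsASR2* with a pseudocount of 0.1 (fold changes of 18.9 and 17.5) and with ratios of mean FPKM (20.7 and 11.4). Os03g0750000 was the exception to the larger rise in the Root libraries, with a log2 fold change of 0.86 there and 2.64 in the Set libraries. After adjustment over all genes tested, 1 of the 18 had an adjusted p under 0.05, *OsLTP1.14* (Os11g0427800, log2 fold change 1.65, standard error 0.14, adjusted p = 0.00396 from limma). This gene overlaps Os11g0428150 and Os10g0497700 overlaps Os10g0497750, and how reads of overlapping genes were assigned is not stated. Adjusted over the 18 genes alone, 16 had an adjusted p under 0.05, a count that carries the selection of these genes from the same data. In a limma fit with the library set as a covariate, chosen after seeing the data, 10 of the 18 were at least 2-fold higher with an adjusted p under 0.05 over all genes.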

To verify the transcriptome profile, we analysed the expression of 18 putatively up‐regulated genes by qRT‐PCR, using *ROX#2* and *ROX#6* root samples, which gave a similar pattern of gene expression to the RNA‐seq data (Figure S6c).

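Table S1 lists 55 loci besides *OsERF48*. All 55 were higher in *ROX* OsERF48 than in NT roots in the deposited values, with log2 fold changes from 1.08 to 3.63, and 46 passed the 2-fold and unadjusted p limits in limma. 1 had an adjusted p under 0.05 over all genes tested, and 42 when the adjustment covered only these loci, which had been picked from calls on the same libraries. With the library set as a covariate in limma, a fit chosen after seeing the data, 29 were at least 2-fold higher with an adjusted p under 0.05 over all genes. On average over each pair, all 55 rose in both library sets, some of them within the spread between libraries. The smallest rise in the Set libraries was 0.026 on the log2 scale, for Os03g0678800. Its Set *ROX* OsERF48 libraries had 1.28 and 0.723 FPKM, against 1.17 and 0.750 in Set NT. The rise was at least 2-fold for 52 loci in the Root libraries and for 16 in the Set libraries, 13 of them in both. The median log2 fold change was 2.29 in the Root and 0.74 in the Set libraries, and for 46 loci the difference between the sets had an adjusted p under 0.05 in limma's interaction test.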

In order to construct a co‐regulatory network for *OsERF48*, we selected 56 genes (Table S1) from the 200 DEGs identified in the *ROX* ^*OsERF48*^ roots by filtering with the following criteria: (i) genes that were up‐regulated in the *ROX* ^*OsERF48*^ roots; (ii) genes that were up‐regulated in drought‐treated rice roots available in a public database (Kawahara *et al*., 2016); and (iii) genes that were annotated in RAB‐DB (http://rapdb.dna.affrc.go.jp/) and NCBI (http://www.ncbi.nlm.nih.gov) (Figure S6d). We then generated a co‐expression matrix of those 56 genes based on the ‘single‐gene guide’ approach of the RiceFREND (http://ricefrend.dna.affrc.go.jp/) web tool and sorted the genes with high co‐expression frequency (Figure S7). The *OsERF48* co‐regulatory network was constructed by applying the 20 selected genes from the co‐expression matrix using the ‘multi‐gene guide’ approach in RiceFREND (Figure 4a; Table S2). The 20 genes, including *OsERF48*, were classified into three groups based on GO terms: ‘signal transduction’, ‘carbohydrate metabolism’ and ‘stress response’ (Table 3). 

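All 20 network genes had higher FPKM in *ROX* OsERF48 than in NT roots, and 17 passed the 2-fold and unadjusted p limits. The paper picked these genes from calls on the same libraries, so these counts are no independent test. *OsAGP3*, *DIP1* and *OsPSY3* were above 2-fold but missed the p limit, with adjusted p of 0.961, 0.953 and 0.975 in limma. 1 of the 20, *OsERF48*, had an adjusted p under 0.05 over all genes tested. Once the library set was added as a covariate in limma, a fit chosen after seeing the data, 10 of the 20 were at least 2-fold higher with an adjusted p under 0.05 over all genes. *OsPSY3* overlaps Os09g0555550. The 7 signal transduction genes had log2 fold changes from 1.46 to 2.95, the 6 genes of carbohydrate metabolism from 1.56 to 2.15, and the 7 stress response genes from 1.08 to 2.29. On average over each pair, the 20 genes rose in both library sets, but to different degrees. The smallest Set rise was 0.098, for *OsCCD1*, whose libraries overlapped between the genotypes. It had 72.7 and 92.2 FPKM in Set *ROX* OsERF48 against 68.2 and 85.6 in Set NT. All 20 were at least 2-fold higher in the Root libraries and 5 in the Set libraries, namely *OsERF48*, *OsXTH9*, *OsGolS1*, *OsGolS2* and *RS5*. For 18 genes the log2 fold changes of the sets differed with an adjusted p under 0.05 in limma's interaction test, and for 17 of these the rise was larger in the Root libraries, *OsERF48* being the exception.

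**Figure D1:**
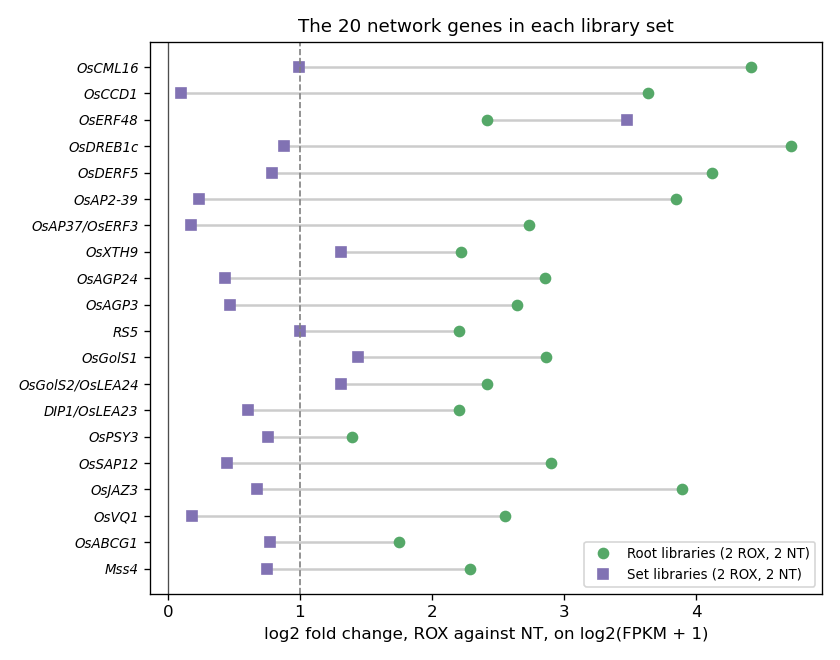
Log2 fold change between *ROX* OsERF48 and NT roots, on log2(FPKM + 1), of the 20 network genes in the Root libraries (circles) and the Set libraries (squares), each from 2 *ROX* OsERF48 and 2 NT libraries. The dashed line marks a log2 fold change of 1. The circles lie between 1.39 and 4.72 and the squares between 0.10 and 3.48.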

The expression levels of the nine genes were verified by qRT‐PCR analysis of 2‐week‐old *ROX* ^*OsERF48*^ and *RNAi* ^*OsERF48*^ root samples (Figure 4b, c). Genes associated with ‘signal transduction’–*CALMODULIN‐LIKE PROTEIN 16* (*OsCML16*), a small calcium‐binding protein, *C‐TERMINAL CENTRIN‐LIKE DOMAIN 1* (*OsCCD1*) and *DEHYDRATION RESPONSE ELEMENT‐BINDING PROTEIN 1c* (*OsDREB1c*), ‘drought response’–*LATE EMBRYOGENESIS ABUNDANT PROTEIN 23*/*DEHYDRATION INDUCIBLE PROEIN 1* (*OsLEA23/DIP1*) and *OsLEA24/GALACTINOL SYNTHASE 2* (*OsLEA24/OsGolS2*), and ‘carbohydrate metabolism’–*OsGolS1*,* RAFFINOSE SYNTHASE 5* (*RS5*), *XYLOGLUCAN ENDOTRANSGLUCOSYLASE‐HYDROLASE 9* (*OsXTH9*) and *ARABINOGALACTAN PROTEIN 3* (*OsAGP3*) were observed to be up‐regulated in *ROX* ^*OsERF48*^ roots and down‐regulated in the *RNAi* ^*OsERF48*^ roots, supporting the validity of the constructed network.

**Figure 4:**
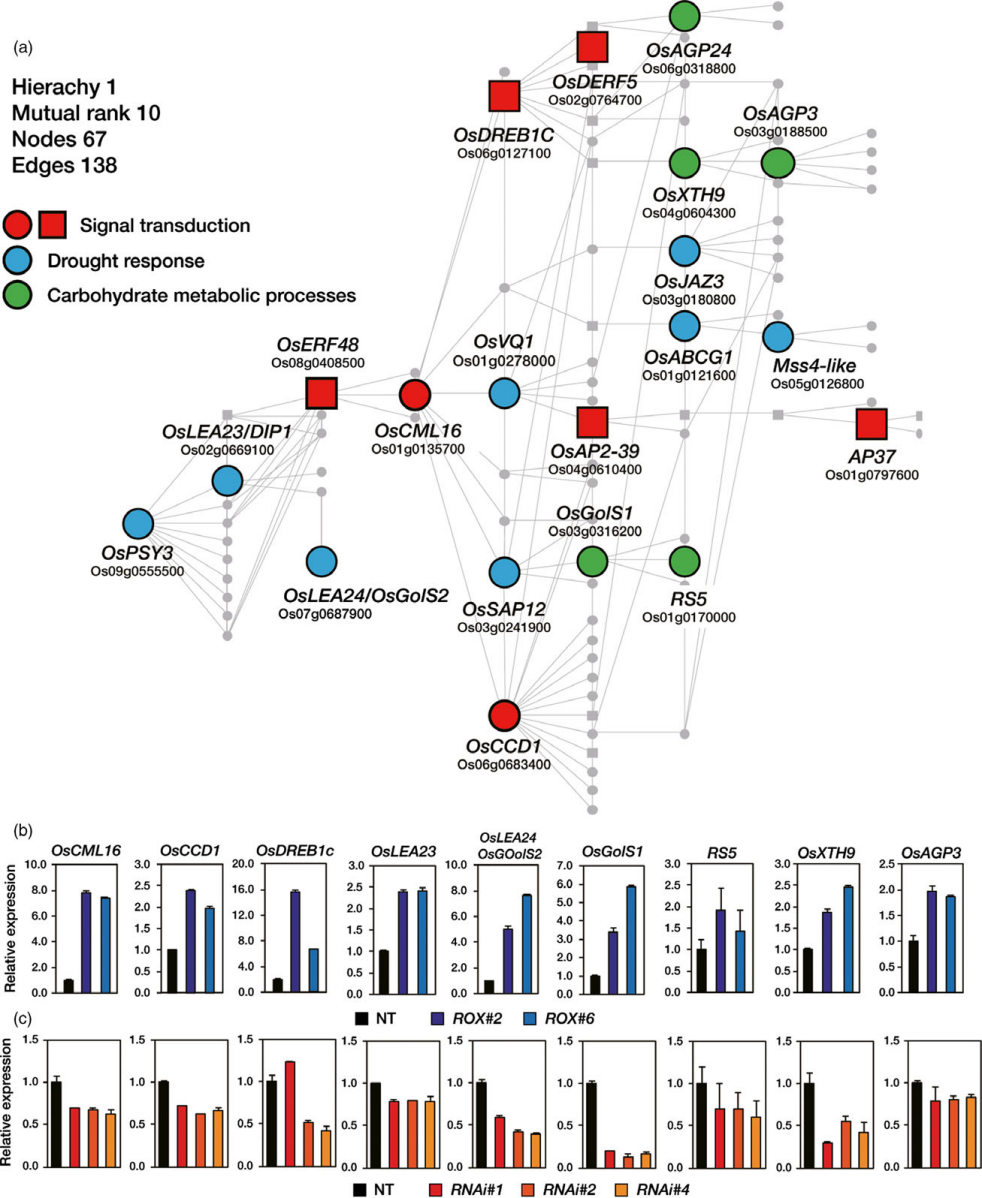
*OsERF48* transcriptional co‐regulatory network. (a) *OsERF48* and its co‐expressed genes were selected from the differentially expressed genes (DEGs) in *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ roots and used as guide input in the RiceFREND web tool to construct this network. The network comprises 67 genes (nodes), of which 20 were present amongst the *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ root DEGs. Big nodes represent *OsERF48* plus the 19 identified *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ root DEGs. All other genes are depicted as small grey circles. Square nodes represent transcription factors. All genes in this network are listed in Table S2. (b–c) qRT‐PCR analysis showing the transcript levels of 9 genes from the network in 2‐week‐old *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^ (b) and *RNAi* ^*Os*^ ^*ERF*^ ^*48*^ (c) roots. *OsUbi1* expression was used as internal control. Values are the means** **±**** SD of three independent experiments. *ROX*, *ROX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^; *OX*, *OX* ^*O*^ ^*s*^ ^*ERF*^ ^*48*^; *RNAi*, *RNAi* ^*Os*^ ^*ERF*^ ^*48*^.

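Table S2 lists 93 loci, of which 73 are not among the 20 genes of Table 3 and entered the network by co-expression in the database alone. 67 of these had a mean FPKM of at least 0.5. Their median log2 fold change between *ROX* OsERF48 and NT roots was 0.63, above all 10000 random lists of the same size matched on mean expression, and 61 were higher in *ROX* OsERF48 roots. 6 passed the 2-fold and unadjusted p limits upward and 0 downward. Within the Root libraries the median was 1.31, again above all random lists, and within the Set libraries it was -0.041, at percentile 26 of the random lists. The median of all genes tested was -0.024 there. The neighbours were found by co-expression with genes chosen from these libraries, so they may move together. The random lists hold genes without such a link, and a rank among them may overstate how unusual the shift is. Of the 35 splits of the 8 libraries into 4 and 4, 5, the real one included, gave a median as far from 0.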

**Table 3:** Expression level of the 20 genes in the *OsERF48* co−regulatory network

Description	ID	ROX/WT.fc	ROX/WT.pval	Dro/con*	Co−exp. freq.^†^	References	Calmodulin−binding motif (in 2−kb promoter)^‡^
Signal transduction							
OsCML16	Os01g0135700	4.9	0.003	6.00	18	Yu *et al*. (2013)^4^	−1181, −1061, −901
OsCCD1	Os06g0683400	2.8	0.044	3.74	13	Jing *et al*. (2016)^1^	−445, −399
OsERF048	Os08g0408500	6.0	0.000	2.53	7	In this study Oh *et al*. (2009)^1^	−808, −640
OsDREB1c	Os06g0127100	5.2	0.006	5.21	20	Ito *et al*. (2006)^2^	−1889, −1811, −1803, −1791,− 284, −175
OsDERF5	Os02g0764700	4.2	0.006	4.61	13	Oh *et al*. (2009)^1^	−1992, −1923, −1918, −1865,−1859, −1758, −56
OsAP2−39	Os04g0610400	3.1	0.028	4.02	13	Oh *et al*. (2009)^1^	−1350, −1308, −1268, −1155, −1117, −1098, −1057, −894, −779
OsAP37/OsERF3	Os01g0797600	2.2	0.025	2.86	8	Oh *et al*. (2009)^1^; Zhao *et al*. (2015)^1^	−1474, −1431, −1418, −1381, −1362, −1309, −1193, −1085, −31
Carbohydrate metabolic processes							
OsXTH9	Os04g0604300	3.1	0.000	3.26	7	Yang *et al*. (2006)^2^; Osato *et al*. (2006)^3^	−1263, −1253, −1234, −821, −791, −648, −622
OsAGP24	Os06g0318800	2.6	0.010	3.35	7	Gong *et al*. (2012)^3^	−492, −303
OsAGP3	Os03g0188500	2.4	0.011	2.01	3	Gong *et al*. (2012)^3^	−835, −750, −333
RS5	Os01g0170000	2.8	0.000	2.69	4	Wu *et al*. (2009)^4^	−1479
OsGolS1	Os03g0316200	3.6	0.000	4.83	7	Wu *et al*. (2009)^4^; Taji *et al*. (2002)^3^; Shimosaka and Ozawa (2015)^3^; Zhuo *et al*. (2013)^3^	
OsGolS2/ OsLEA24	Os07g0687900	3.3	0.002	5.30	9	He *et al*. (2017)^4^; Wu *et al*. (2009)^4^	−1703, −1700
Response to stimulus							
DIP1/ OsLEA23	Os02g0669100	2.2	0.004	2.39	13	Jung *et al*. (2015)^4^; *He et al*. (2017)^4^	−1859, −1795, −1460, −791, −785, −431, −295, −198
OsPSY3	Os09g0555500	2.0	0.000	6.89	13	Welsch *et al*. (2008)^2^	−1943, −1906, −333, −273, −213, −177, −155, −94, −83, −4
OsSAP12	Os03g0241900	2.6	0.011	2.94	11	Merewitz *et al*. (2011)^1^	−1812, −1480
OsJAZ3	Os03g0180800	3.9	0.006	5.28	7	Ye *et al*. (2009)^1^; Seo *et al*. (2011)^4^	−958
OsVQ1	Os01g0278000	2.2	0.021	3.34	12	Li *et al*. (2014)^2^	−1398, −1368, −1316, −1302, −1264, −1252, −1250
OsABCG1	Os01g0121600	2.2	0.000	3.55	9	Matsuda *et al*. (2012)^2^	
Mss4	Os05g0126800	2.5	0.001	2.40	7		−667, −581, −489, −256, −63

*Fold‐change (log2) between roots of drought‐treated/not‐treated controls in wild‐type rice plant (Kawahara *et al*., 2016).

^†^Represents a co‐expression frequency between the indicated gene and the 56 candidate genes identified in *ROX* ^*OsERF48*^ roots based on co‐expression matrix shown in Figure S7.

^‡^Represents presence of calmodulin‐binding motifs from the translation start site (+1) determined using PlantPAN (similar score = 1). Superscripts 1–4 on references reports observations of the following: (1) Its overexpression has drought tolerance or enhanced root growth. (2) Induced by abiotic stresses. (3) Orthologous gene related with abiotic stress. (4) Up‐regulated in transgenic plants having abiotic stress tolerance.

### OsERF48 directly binds to the promoter of *OsCML16*, a key gene in calcium signalling in response to abiotic stress

We found that *OsCML16* was co‐expressed with 18 of the 56 candidate genes (Table 3), and that it was located in the centre of the co‐regulatory network (Figure 4a). We also identified many calmodulin‐binding motifs in the promoter regions of the genes in the *OsERF48* co‐regulatory network (Table 3). We therefore hypothesized that the drought‐induced OsERF48 binds directly to the *OsCML16* promoter, which then transduces a drought response to other downstream target genes. To examine the interaction between OsERF48 and the *OsCML16* promoter, we generated *myc*‐tagged *OsERF48* over‐expressing transgenic plants (*ROX‐Myc* ^*OsERF48*^) in order to conduct a chromatin immunoprecipitation (ChIP) assay (Figures S2c and S4). Three candidate genes, *OsCML16*,* OsLEA24/OsGolS2* and *OsDREB1c*, were selected for their high transcript levels (Figure 4b) and the presence of AP2/ERF *cis*‐regulatory elements in their promoter regions (Figure 5a–c). *Os02g0771600* was also chosen as a negative control, since it contains AP2/ERF *cis*‐regulatory elements in its promoter region (Figure 5d), yet it is absent from the network. The ChIP assay of the *ROX‐Myc* ^*OsERF48*^ roots revealed highly enriched genomic DNA fragments in all the *OsCML16* promoter positions (P1 to P4) containing AP2/ERF *cis*‐regulatory elements (Figure 5e). OsERF48 also bound to the P2 position of the *OsDREB1c* promoter with low affinity (Figure 5f). Genomic DNA fragments from the promoter regions of both *OsLEA24/OsGolS2* and *Os02g0771600* (negative control) were not enriched (Figure 5g, h).

**Figure 5:**
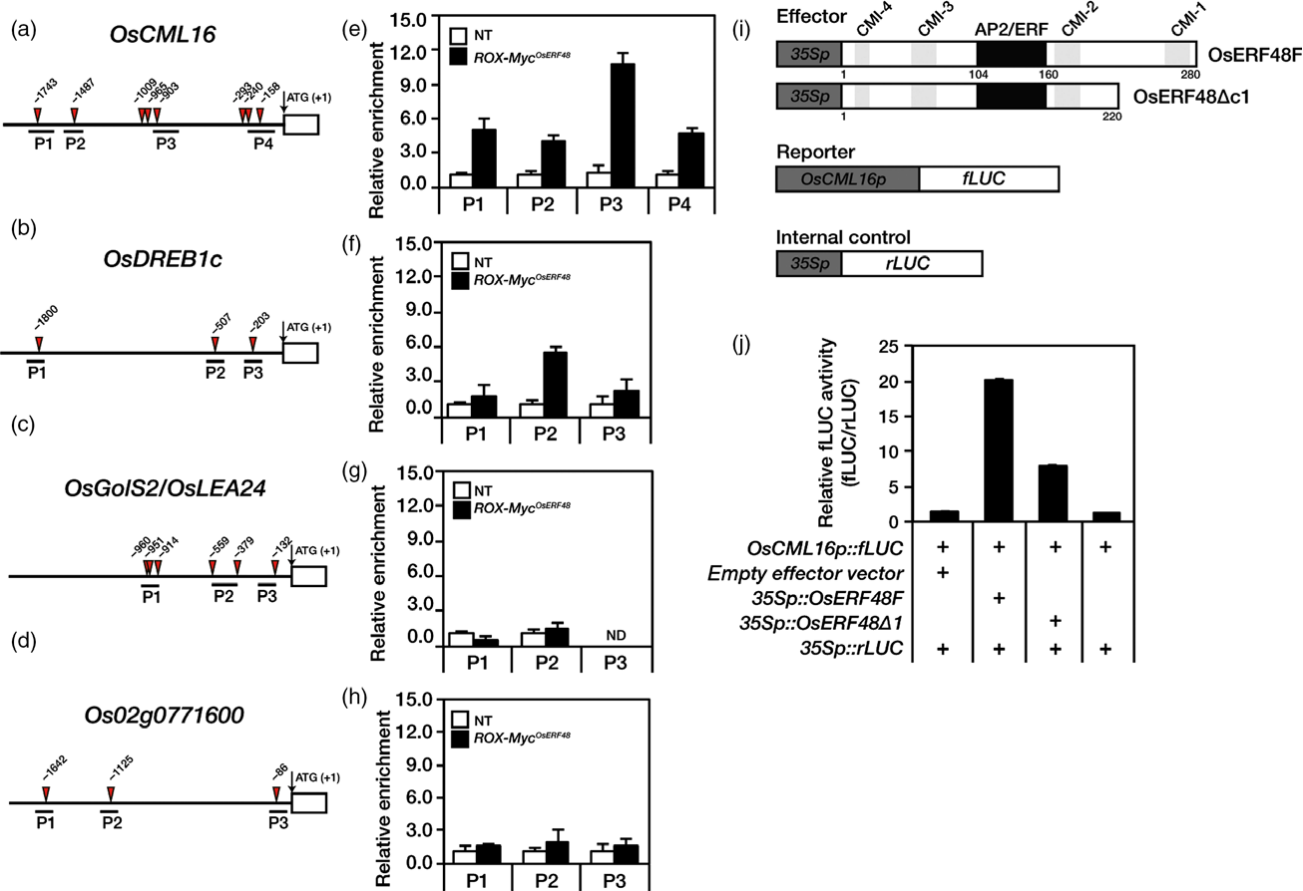
Chromatin immunoprecipitation (ChIP)‐qPCR and transient protoplast expression assays showing that OsERF48 interacts with the *OsCML16* promoter. (a–h) Two‐week‐old *ROX‐Myc* ^*Os*^ ^*ERF*^ ^*48*^ and nontransgenic (NT) roots were used in the ChIP‐qPCR experiments with an anti‐myc antibody. (a–d) Promoter region showing ChIP‐qPCR target positions (P1 to P4 or P1 to P3) with AP2/ERF *cis*‐regulatory elements. (e–h) ChIP‐qPCR data show an enrichment of chromatin DNA fragments at the indicated promoter region compared to NT plants. P1 to P4 in the *OsCML16* promoter (a, e), P1 to P3 in the *OsDREB1c* promoter (b, f) and *OsLEA24* promoter (c, g), and P1 to P3 in the *Os02g0771600* gene promoter as a negative control (d, h). The relative enrichment was normalized with total input. Values are the means** **± SD of three independent experiments. (i, j) Transient protoplast expression assay using a dual‐luciferase reporter system. (i) Schematic diagram of the reporter, internal control and two effector constructs. (j) Relative fLUC (fLUC/rLUC) activity in rice protoplasts. Values are the means** **±**** SD of three independent experiments.

To test whether the interaction of OsERF48 with the *OsCML16* promoter activates transcription of the latter, a transient protoplast expression assay using a dual‐luciferase reporter system was performed. *OsCML16p::fLUC* (firefly luciferase) and *CaMV35Sp::rLUC* (renilla luciferase) constructs were used as a reporter and an internal control, respectively. Two effector plasmids, *CaMV35Sp::OsERF48F* and *CaMV35Sp::OsERF48Δc1*, were transiently co‐expressed in rice protoplasts together with the reporter and the internal control, as indicated (Figure 5i, j). The OsERF48F (full‐length ORF) construct effectively activated the reporter gene expression, while the OsERF48Δc1 construct did not (Figure 5j), supporting our hypothesis that drought‐induced OsERF48 directly binds to the promoter of *OsCML16* via AP2/ERF *cis*‐acting regulatory elements, thereby activating its transcription.

## Discussion

*OsERF48* belongs to AP2/ERF group Ib, members of which contain four distinct conserved motifs (CMI‐1‐4). Here, we showed that the CMI‐1 motif is important for transcriptional activity using a yeast transactivation assay and a transient protoplast expression assay. The highly conserved acidic domain, EIDWD, found in the CMI‐1 region of OsERF48, appears to be essential for transactivation (Remacle *et al*., 1997) and is conserved in legume (*Medicago truncatula*), *A. thaliana* and maize (*Zea mays*) orthologs (Figure S8).

We showed that root‐specific overexpression of *OsERF48* is more effective than whole‐body overexpression in promoting root growth and enhancing drought tolerance. *ROX* ^*OsERF48*^ transgenic plants maintained their root growth, in terms of primary root length and lateral root density, under *in vitro* drought conditions (40% PEG‐infused media). Additionally, under normal growth conditions, the root dry weight of *ROX* ^*OsERF48*^ plants was twofold higher than that of NT plants. We propose that *OsERF48*‐mediated root modification enhances water uptake by increasing the total root surface area. Such robust root system‐mediated drought tolerance was previously observed in rice when *AtEDT1/HDG11* and *HYR* were overexpressed (Ambavaram *et al*., 2014; Yu *et al*., 2013). Deep rooting architecture caused by overexpressing *DEEP ROOTING 1* (*DRO1*), a QTL for deep rooting, in rice results in increased grain yield under drought conditions, by enhancing the capacity for water extraction from deep soil layers (Uga *et al*., 2013).

We found that, under field‐drought conditions, the *ROX* ^*OsERF48*^ plants produced a higher grain yield than the *OX* ^*OsERF48*^ and the NT control plants. Similar observations were made in our previous studies with whole‐body and root‐specific overexpression of *OsNAC*s (Jeong *et al*., 2010; Redillas *et al*., 2012) and *OsERF71* (Lee *et al*., 2016a) in rice. Root‐specific overexpressors always presented a higher grain yield than the whole‐body overexpressors and NT plants under field‐drought conditions. Moreover, those root‐specific overexpressors had similar levels of grain yield with NT plants under normal growth conditions. This was likely due to less of a trade‐off in the root‐specific overexpressors of the TFs than in the whole‐body overexpressors. In the current study, however, root‐specific overexpression of *OsERF48* showed defects in shoot growth and reduced grain yield under normal growth conditions. We believed that both whole‐body and root‐specific overexpression of *OsERF48* might have caused some negative effects on the normal growth of corresponding transgenic plants. Ito *et al*. (2006) also observed that the overexpression of *AP2/ERF* TFs showed shoot growth retardation of transgenic rice plants under normal growth conditions. A use of stress‐inducible promoter such as the *RD29A* promoter (Datta *et al*., 2012; Liu *et al*., 2014) could be an alternative way to avoid the growth defects.

We constructed a putative *OsERF48* regulatory network by cross‐referencing *ROX* ^*OsERF48*^ root RNA‐seq data with a co‐expression network database, from which we inferred the involvement of 20 drought‐related genes. These genes were associated with stress signalling, carbohydrate metabolism, cell‐wall proteins and drought response and included *OsCML16*, encoding a calmodulin‐like protein, which was located at the centre of our *OsERF48* co‐regulatory network, indicating an important regulatory role (Figure 4a). 

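*OsCML16* (Os01g0135700) lies on chromosome 1 from 1931016 to 1931904 in the coordinates of the deposited table, whose genome build is not stated there, as 1 transcript of 889 bases without an intron. Its FPKM was 87.3 ± 7.14 (SD, n = 2 libraries) in Root *ROX* OsERF48 against 3.13 ± 0.169 (SD, n = 2) in Root NT, and 20.9 ± 1.70 (SD, n = 2) in Set *ROX* OsERF48 against 10.1 ± 1.92 (SD, n = 2) in Set NT. In both sets the difference exceeded the spread between libraries, with a ratio of mean FPKM of 27.8 in the Root and 2.07 in the Set libraries. The Root pairs differ by little more than sampling noise and may be technical replicates. Their spread, and p-values based on it, may not reflect variation between plants. Over all 8 libraries the log2 fold change was 2.70 (standard error 0.64, adjusted p = 0.351 over all genes from limma). The adjusted p from limma ran from 0.340 to 1.000 over the alternatives fixed beforehand, and was 0.0476 with the library set as a covariate, 6.30e-08 in the Root and 0.0626 in the Set libraries alone, fits chosen after seeing the data. Every *ROX* OsERF48 library was above every NT library (two-sided exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change stayed between 2.34 and 3.06. The paper narrowed the genes that were higher in *ROX* OsERF48 roots to annotated ones that also rose in drought-treated roots of a public dataset. From these it selected 20 by how often they were co-expressed in a database. From the central position of *OsCML16* in the resulting network it infers an important regulatory role. The paper also reports qRT-PCR of *OsCML16* in *ROX* OsERF48 and *RNAi* OsERF48 roots. For direct regulation by OsERF48 it gives ChIP-qPCR and a protoplast reporter assay.

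**Figure D2:**
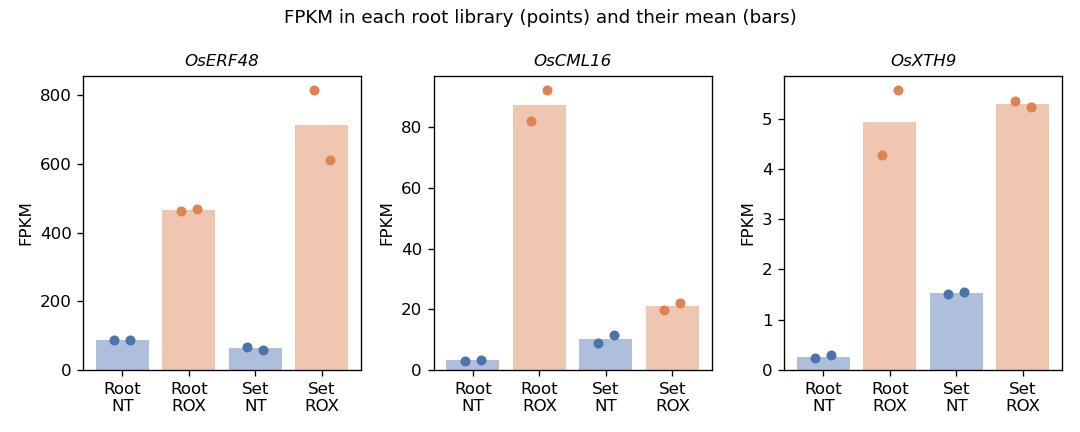
FPKM of *OsERF48*, *OsCML16* and *OsXTH9* in each of the 8 root libraries (points) with the mean of each pair (bars), by library set and genotype, on axes that start at 0. The *ROX* OsERF48 points lie above the NT points of the same set for each gene, and the highest *OsCML16* points are 92.3 in Root *ROX* OsERF48 and 22.1 in Set *ROX* OsERF48.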

Many studies have suggested that CMLs are major calcium ion sensors and function in mediating plant stress tolerance (Magnan *et al*., 2008; Munir *et al*., 2016; Park *et al*., 2010; Xu *et al*., 2011). Other lines of evidence also indicate that downstream target genes regulated by CMLs include kinases, metabolic proteins, cytoskeletal proteins, ion channels and pumps, and TFs (Zeng *et al*., 2015). Indeed, similar categories of genes, such as TFs (*OsDREB1c*,* OsDERF5*,* OsAP2*‐39 and *AP37*), cell‐wall proteins (*OsXTH9*,* OsAGP24* and *OsAGP3*) and carbohydrate metabolic enzymes (*OsGolS1*,* OsGolS2*/*OsLEA24* and *RS5*), were included in the *OsERF48* co‐regulatory network. 

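Among the transcription factors, *OsDREB1c* had a log2 fold change of 4.72 in the Root and 0.88 in the Set libraries. The corresponding values were 4.12 and 0.79 for *OsDERF5*, 3.85 and 0.23 for *OsAP2-39*, and 2.74 and 0.17 for *AP37*. In NT roots *OsDREB1c* had an FPKM of 0.0848 ± 0.00762 (SD, n = 2) in the Root and 1.42 ± 0.462 (SD, n = 2) in the Set libraries. Of the cell-wall genes, *OsXTH9* rose by 2.22 in the Root and 1.31 in the Set libraries on the log2 scale, and it overlaps Os04g0604251. *OsAGP24* rose by 2.85 and 0.43, and *OsAGP3* by 2.65 and 0.47. On average over each pair, the raffinose pathway genes rose at least 2-fold in both sets, *RS5* only just in the Set libraries. The log2 fold changes in the Root and Set libraries were 2.87 and 1.44 for *OsGolS1*, 2.42 and 1.31 for *OsGolS2*, and 2.20 and 1.00 for *RS5*, which overlaps Os01g0170051. *OsGolS2* was unevenly expressed in the Set *ROX* OsERF48 libraries, at 17.8 and 8.22 FPKM, against 4.09 and 4.52 in Set NT. Its 2-fold rise there on log2(FPKM + 1) therefore rests on the first Set *ROX* OsERF48 library.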

Most of these genes appear to be connected to *OsERF48* via *OsCML16*. These observations led us to propose that drought‐induced OsERF48 binds to the *OsCML16* promoter, which then interacts with other downstream target genes. This hypothesis was supported by the results of ChIP and transient protoplast expression assays, which indicated that OsERF48 binds to the promoter of, and activates, *OsCML16* (Figure 5e, j). Although *OsLEA24/OsGolS2* was up‐regulated in the *ROX* ^*OsERF48*^ plants, we found no evidence that it is a direct target of OsERF48, since we did not observe OsERF48 binding to its promoters (Figure 5g). We identified numerous calmodulin‐binding motifs in the promoter regions of the 20 genes in the co‐regulatory network (Table 3), suggesting possible interaction of OsCML16 with those promoters, and consequently involvement in the drought stress response.

We found evidence in the literature (Table 3) that other genes in the *OsERF48* co‐regulatory network are also closely associated with drought tolerance and root growth. For example, *OsDERF5*,* OsAP2‐39* and *AP37* were reported to be stress‐inducible *AP2/ERF* genes in rice (Oh *et al*., 2009), and *AP37* promotes crown root development, as well as its overexpression increases drought tolerance and grain yield under drought conditions (Oh *et al*., 2009; Zhao *et al*., 2015). Plant XTH proteins play a role in cell‐wall restructuring and in cell expansion during root growth (Vilches‐Barro and Maizel, 2015), and rice *XTH* and *XYLOSE ISOMERASE* genes were up‐regulated under water‐deficit conditions, where both were associated with maintenance of root growth in rice plants (Yang *et al*., 2006). RNA interference‐mediated suppression of *AtXTH18* in *A. thaliana* caused a reduction in root length and cell size (Osato *et al*., 2006), indicating its importance in root phenotype determination. Arabinogalactan proteins are plant cell‐wall glycoproteins that have been reported to be associated with various plant growth and developmental processes, such as cell expansion and proliferation, cell‐wall plasticization, salt tolerance and root growth (Seifert and Roberts, 2007). During early root development of cotton (*Gossypium hirsutum*), *GhAGP31* has been shown to be involved in the response to cold stress (Gong *et al*., 2012), and *OsXTH9* and *OsAGP3*, which we observed were both up‐regulated in *ROX* ^*OsERF48*^ roots and down‐regulated in *RNAi* ^*OsERF48*^ roots, have been shown to be involved in root growth and abiotic stress tolerance. Similarly, *OsGolS2/OsLEA24*,* OsGolS1* and *RS5* were also up‐ and down‐regulated in the *ROX* ^*OsERF48*^ and the *RNAi* ^*OsERF48*^ roots, respectively (Figure 4a, b). *GolS* and *RS* are key enzymes in the biosynthesis of raffinose family oligosaccharides (RFO), such as raffinose, stachyose and galactinol. Overexpression plants of the genes encoding the enzymes involved in RFO biosynthesis, such as *GolS* and *RS* were shown to result in intracellular accumulation of RFO, which serve as osmoprotectants and may aid in drought tolerance (Shimosaka and Ozawa, 2015; Taji *et al*., 2002; Zhuo *et al*., 2013). Overexpression of *OsWRKY11* was shown to cause an up‐regulation of *OsGolS1*,* OsLEA24/OsGolS2* and *RS5*, resulting in elevated raffinose levels and increased drought tolerance (Wu *et al*., 2009). These reports suggest that up‐regulation of the *OsGolS1*,* OsLEA24/OsGolS2* and *RS5* in *ROX* ^*OsERF48*^ plants may trigger the accumulation of RFO in roots, which is consistent with the *ROX* ^*OsERF48*^ plants having a drought tolerance.

Endogenous levels of ABA and Ca^2+^ increase upon exposure to various abiotic stresses. Many genes regulated by ABA are therefore involved in the Ca^2+^ signal transduction (Tuteja, 2007). Conversely, genes that are not responsive to ABA are also involved in Ca^2+^ signalling. For example, overexpression of *OsCML4*, a calcium‐signalling gene that is not responsive to ABA, conferred drought tolerance via ROS‐scavenging (Yin *et al*., 2015). Similarly, our ABA‐independent *OsERF48* regulated the *OsCML16* which resulted in drought tolerance through enhanced root growth. Together, these observations support that the ABA‐dependent and ABA‐independent pathways cross‐talk and Ca^2+^ is a common second messenger of the crosstalk during abiotic stresses (Roychoudhury *et al*., 2013).

We have demonstrated that *OsERF48* overexpression enhances root growth and drought tolerance under drought conditions. We constructed a putative co‐regulatory network of *OsERF48* by cross‐referencing *ROX* ^*OsERF48*^ root RNA‐seq data with a co‐expression network database. A number of genes that are known to confer drought tolerance were present in the network. The calmodulin‐like protein gene, *OsCML16*, a direct target of OsERF48, appears to transduce OsERF48 actions to downstream target genes that together confer the acquired root phenotype and drought tolerance of the *ROX* ^*OsERF48*^ plants. In addition, we present evidence of a role for OsERF48 as an upstream regulator of *OsCML16*.

## Experimental procedures

### Plasmid construction for rice transformation

To generate *OsERF48* overexpressing transgenic rice, the *OsERF48* (Os08g0804500) coding sequence was amplified from rice (*O. sativa cv* Ilmi) cDNA using a high‐fidelity DNA polymerase PrimeSTAR (TaKaRa, Kyoto, Japan). The amplified *OsERF48* fragment was ligated into the *pPZP‐PGD1* vector for whole‐body expression (*OX* ^*OsERF48*^) (Park *et al*., 2012) and *pPZP‐RCc3* for root‐specific expression (*ROX* ^*OsERF48*^) (Jeong *et al*., 2010). For the RNAi (*RNAi* ^*OsERF48*^) construct, a 289 bp *OsERF48* fragment (−137 to +152 from the translational start ATG) was sub‐cloned into the *pENTRd‐TOPO* vector (Invitrogen, Carlsbad, CA) and transferred to the *pGOS2‐RNAi* vector (Lee *et al*., 2016a) using the Gateway cloning system (Invitrogen). For the *myc*‐tagged *OsERF48* (*ROX‐Myc* ^*OsERF48*^) construct, the *OsERF48* coding sequence was fused to 3′ end of the sequence encoding a *6xMyc* tag in the *pE3n* vector (Dubin *et al*., 2008), and the fused fragment was transferred to the *p700RCc3* vector (Jeong *et al*., 2010). Transgenic rice (*O. sativa cv* Ilmi) was obtained by *Agrobacterium tumefaciens* (EHA101 for *ROX* ^*OsERF48*^ and *OX* ^*OsERF48*^; LBA4404 for *RNAi* ^*OsERF48*^ and *ROX‐Myc* ^*OsERF48*^)‐mediated transformation. To verify the copy number, a Southern blot was performed as previously described (Lee *et al*., 2016b). Vector maps and primer sequences used in this study are listed in Figure S1 and Table S3, respectively.

### Abiotic stress treatment and qRT‐PCR analysis

Rice (*O. sativa* cv. Ilmi) seeds were germinated on Murashige‐Skoog (MS) medium (Duchefa Biochemie, Haarlem, Netherlands), transferred to soil and grown for 14 days in a green house at 28 °C. For abiotic stress treatments, soil was removed from the roots of the seedlings, and drought stress was induced by air‐drying the seedlings, while salinity stress and ABA treatment were imposed by incubating the seedlings in water containing 400 mm NaCl and 100 μm ABA, respectively at 28 °C. Low temperature stress was induced by incubating seedlings in water and placing them inside a cooler at 4 °C. Leaves and roots from the stress‐treated plants were sampled at the indicated time points. Total RNA was extracted from rice leaves or roots using the TRIzol reagent (Invitrogen) in accordance with the manufacturer's instructions.

cDNA was synthesized using Revertaid™ reverse transcriptase (ThermoFisher Scientific, Waltham, MA), and real‐time PCR analysis was performed using the Solg™ 2× real‐time PCR smart mix with evagreen (Solgent, Seoul, Korea) with a Mx3000P real‐time PCR system (Agilent Technologies, Palo Alto, CA). The *OsUbi1* gene (Os06g0681400) was used as an internal standard, and three biological replicates were analysed. Values are the means ± SD (standard deviation) of three independent experiments. All primer sequences are listed in Table S3.

### Drought tolerance evaluation at the vegetative stage

*OsERF48* transgenic and NT control plants (*O. sativa* cv. Ilmi) were germinated on MS media at 28 °C for 3 days. Thirty plants from each line were transplanted into ten soil pots (4 × 4 × 6 cm) within a container (59 × 38.5 × 15 cm; three plants per pot) and grown for 4 weeks in a greenhouse at 28–30 °C. Pots were moved from the container for a 4‐day drought treatment and returned into the container for re‐watering until the plants recovered.

To measure chlorophyll fluorescence and the performance index, 2‐week‐old plants were transplanted into a 15‐cm‐diameter × 14‐cm‐tall pot within another larger container (66 × 45.3 × 22.5 cm) and grown for 2 months. By removing the pots from the container, drought stress was performed for 6 days. After a 1‐h dark adaptation, the longest leaves from each plant were selected and measured at their apex, middle and base regions using the Handy‐pea fluorimeter (Hansatech Instrument, Norfolk, UK). Thirty readings per line were averaged using the Handy‐pea software (version 1.31). Chlorophyll *a* fluorescence (*F*_v_/*F*_m_) and the performance index were measured and analysed according to the equations of the JIP test (Redillas *et al*., 2011). Drought‐induced symptoms were visualized using a NEX‐5N camera (Sony, Kyoto, Japan), and soil moisture was measured using a SM150 soil moisture sensor (Delta T Devices, Cambridge, UK) at the indicated time points.

### Field‐drought tolerance evaluation at the reproductive stage

Evaluation of yield components of transgenic and nontransgenic (NT) plants was performed in the rice paddy field at Kyungpook National University, Gunwi (128:34E/36:15N), Korea. A randomized design was introduced for three replicates using three different 10‐m^2^ plots. Thirty seedlings were planted in the paddy field for normal growth, and 18 seedlings were planted in a pot (15 cm diameter × 14 cm tall) for field‐drought conditions. All plants were applied with fertilizer at 70N/40P/70K kg/ha after the last paddling. To make the field‐drought conditions, plants were grown in a tank with a rain‐off shelter to cover rice plants from rain. During 10 days before and after heading, intermittent drought stress was applied by draining water from the tank. When complete leaf‐rolling was observed in the plants after the first drought treatment, they were irrigated overnight and allowed to recover. Plants were then subjected to the second round of drought treatment until another complete leaf‐rolling occurred. After two times of drought stress treatments, all plants were irrigated until harvest. Yield parameters were scored with the 30 and 18 plants per each line from three different plots for normal and drought field conditions, respectively. The results were compared with those of NT controls, using analysis by SPSS software.

### Characterization of root phenotypes

Seeds were immersed in water at 37 °C for 1 day, sowed on 1/2 MS medium containing 1% agar without sucrose and grown vertically for 1 day in the dark and 5 days under a 16 : 8 light : dark photoperiod at 28 °C. For *in vitro* drought conditions, polyethylene glycol (PEG)‐infused plates were prepared by dissolving solid PEG8000 in a sterilized solution of 1/2 MS medium with 6 mm 4‐morpholineethanesulfonic acid hydrate (MES) buffer (pH 5.7), followed by overlaying of the PEG solution onto 1.5% agar‐solidified half‐strength MS medium with 6 mm MES buffer (pH 5.7). The agar medium and PEG solution were equilibrated for at least 12 h, and the excess PEG solution was removed before use. Drought stress strength was considered to be proportional to the concentration of the overlaid PEG solution: 0% (control); 25% and 40% (drought stress; Verslues *et al*., 2006). To measure primary root length and lateral root number, images were taken using a NEX‐5N camera (Sony, Kyoto, Japan) and analysed with ImageJ software (https://imagej.nih.gov). The number of lateral roots was counted within a 3‐ to 4.5‐cm region from the root tip using a stereomicroscope (Leica, Bensheim, Germany).

### Protein subcellular localization using rice protoplasts

The *OsERF48*,* OsNF*‐YA7, *GFP* and *mCherry* coding regions without stop codons were amplified using the high‐fidelity DNA polymerase PrimeSTAR (TaKaRa) and specific primers (Table S3). Using the In‐fusion cloning system (TaKaRa), multiple PCR products (*OsERF48* and *GFP* for the *OsERF48*‐*GFP* construct and *OsNF‐YA7* and *mCherry* for the *OsNF‐YA7‐mCherry* construct) were cloned into the *pHBT* vector (GenBank accession number EF090408), which harboured the constitutive 35S promoter. These vectors were transiently expressed in rice protoplasts, as previously described (Jung *et al*., 2015). Eighteen hours after transformation, GFP and mCherry fluorescence were observed using a SP8 STED laser scanning confocal microscope (Leica, Bensheim, Germany).

### Transactivation assay in yeast

Five OsERF48 mutants with conserved motifs (CMI‐1‐4) separately deleted (Figure S2) were produced using the high‐fidelity DNA polymerase PrimeSTAR (TaKaRa). Primer combinations and sequences are listed in Table S3. Each deletion fragment was cloned into the *pGBKT7* vector (Clontech, Palo Alto, CA) using the In‐fusion cloning system (TaKaRa). All of the mutant vectors were transformed into the Y2HGold yeast strain through LiAc‐mediated transformation according to the manufacturer's instructions (Clontech). Transformants were cultured at 30 °C on Synthetic Dropout (SD)/‐Trp and SD/Trp with 200 ng/mL of aureobasidin A (AbA) and 40 μg/mL of X‐α‐gal.

### RNA‐seq analysis

Total RNA was extracted from 2‐week‐old transgenic and nontransgenic (NT) roots using a RNeasy plant kit and treated with DNase I according to the manufacturer's instructions (Qiagen, Hilden, German). RNA samples from two biological replicates with two technical replicates each were prepared, from the two different transgenic lines (*ROX#2* and *ROX#6*). Processing of library construction, next‐generation sequencing (NGS) sequencing and DEG analysis was performed by Macrogen Inc., Seoul, Korea. DEGs were defined by an expression change ≥2‐fold with a *P* value <0.05. For validation of candidate genes from the RNA‐seq analysis, RT‐PCR was performed of root material from 2‐week old transgenic and WT plants, prepared separately from the RNA‐seq sample. All primer sequences are listed in Table S3.

### ChIP‐qPCR assay

Two‐week‐old *ROX‐Myc* ^*OsERF48*^ and NT plants grown on soil were hydroponically adapted in water for 3 days and then fixed by cross‐linking with 1% formaldehyde under vacuum for 15 min. Cross‐linking was stopped by the addition of glycine to a final concentration of 125 mm and application of vacuum for 10 min. After washing the plants in cold water, roots were collected and frozen in liquid nitrogen, and stored at −80 °C. The ChIP assay was performed as described by Chung *et al*. (2009), except that an anti‐myc antibody (SC‐789; Santa Cruz Biotech, Santa Cruz, CA) used. The ChIP product was analysed via quantitative PCR on a Mx3000P real‐time PCR system (Agilent Technologies). The enrichment values were normalized to the input sample. Values are the means ± SD of three independent experiments. All primer sequences are listed in Table S3.

### Protoplast isolation and transactivation assay

The *OsERF48F*,* OsERF48Δc1* and a promoter region of *OsCML16* were amplified by PCR using a high‐fidelity DNA polymerase PrimeSTAR (TaKaRa). For effector constructs, *OsERF48F* and *OsERF48Δc1* were cloned into the *pHBT* vector (GenBank accession number EF090408) containing the 35S promoter, and for the reporter construct, the *OsCML16* promoter region was cloned into the *pGST6‐LUC‐NOS* vector (GenBank accession number EF090412.1) using the In‐fusion cloning system (TaKaRa). Protoplast isolation from shoots of 10‐day‐old rice seedlings (*O. sativa* cv. Ilmi) and PEG‐mediated transformation were performed as previously described (Jung *et al*., 2015). Fifteen microlitres of vector solution, including 3 μg of effector, 1 μg of reporter and 1 μg of internal control were transfected into the isolated protoplast solution harbouring up to 3.5 × 10^6^ cells. Dual‐luciferase activity was analysed using the dual‐luciferase reporter assay system (Promega, Madison, WI) and measured with an Infinite M200 system (Tecan Systems, San Jose, CA). Three independent transfections for each sample were performed, and the relative luciferase activity was calculated as the ratio between fLUC and rLUC. The *35S::rLUC* construct was used as an internal control. Primer sequences are listed in Table S3.

## Conflict of interest

The authors declare no conflict of interest.

## Supporting information

**Figure S1** Predicted domain and motifs of OsERF48 and their nucleotide and amino acid sequences.
**Figure S2** Vectors used for rice transformation.
**Figure S3** Southern blot analysis of *OsERF48* overexpression lines.
**Figure S4** Drought tolerance of transgenic and nontransgenic (NT).
**Figure S5** Vigorous root growth in *OsERF48* overexpressors.
**Figure S6** Transcriptome profile of *ROX* ^*OsERF48*^ roots compared with nontransgenic (NT) roots.
**Figure S7** Co‐expression matrix of 56 candidate genes identified amongst the differentially expressed genes (DEGs) in *ROX* ^*OsERF48*^ roots compared to wild type using the RiceFREND web tool (http://ricefrend.dna.affrc.go.jp/). Red boxes indicate pairings of each gene.
**Figure S8** Alignment of amino acid sequences from the CMI‐1 region of OsERF48 and orthologs.
**Table S1** Fifty‐six candidate genes identified from the differentially expressed genes (DEGs) from the RNA‐seq analysis of *ROX* ^*OsERF48*^ roots.
**Table S2** Nodes (genes) constituting the *OsERF48* co‐regulatory network.
**Table S3** Primers used in this study.

# Supplementary material for: Overexpression of OsERF48 causes regulation of OsCML16, a calmodulin‐like protein gene that enhances root growth and drought tolerance
**Source:** Plant Biotechnol J. 2017 Mar 27;15(10):1295–308. doi: 10.1111/pbi.12716
**Supplement:** Supplementary file 1 — Figure S1 Predicted domain and motifs of OsERF48 and their nucleotide and amino acid sequences. Figure S2 Vectors used for rice transformation. Figure S3 Southern blot analysis of OsERF48 overexpression lines. Figure S4 Drought tolerance of transgenic and nontransgenic (NT). Figure S5 Vigorous root growth in OsERF48 overexpressors. Figure S6 Transcriptome profile of ROX OsERF48 roots compared with nontransgenic (NT) roots. Figure S7 Co‐expression matrix of 56 candidate genes identified amongst the differentially expressed genes (DEGs) in ROX OsERF48 roots compared to wild type using the RiceFREND web tool (http://ricefrend.dna.affrc.go.jp/). Red boxes indicate pairings of each gene. Figure S8 Alignment of amino acid sequences from the CMI‐1 region of OsERF48 and orthologs. Table S1 Fifty‐six candidate genes identified from the differentially expressed genes (DEGs) from the RNA‐seq analysis of ROX OsERF48 roots. Table S2 Nodes (genes) constituting the OsERF48 co‐regulatory network. Table S3 Primers used in this study.

**Overexpression of *OsERF48* causes regulation of *OsCML16*, a calmodulin-like protein gene that enhances root growth and drought tolerance**

Harin Jung^1,2^, Pil Joong Chung^1^, Su-Hyun Park^1,3^, Mark Christian Felipe Reveche Redillas^1^, Youn Shic Kim^1^, Joo-Won Suh^2,^ *, and Ju-Kon Kim^1,^ *

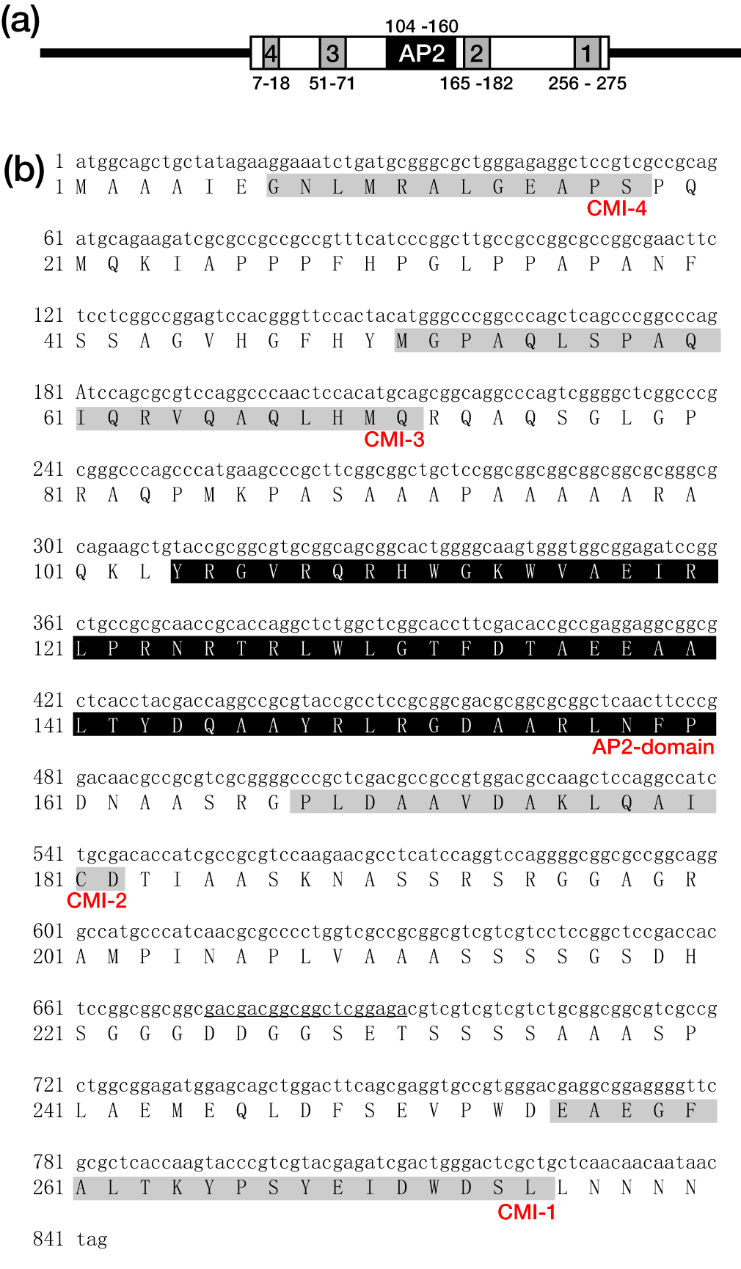

Figure S1. Predicted domain and motifs of OsERF48 and their nucleotide and amino acid sequences.

(a) Predicted domains and motifs of OsERF48, based on Nakano *et al*. (2006). AP2 indicates an AP2/ERF domain. Grey boxes with numbers are the four conserved motifs in group I AP2/ERF family proteins (CMI-1,2,3 and 4); numbers above or below each domain indicate the amino acid positions of these domains and motifs; Black line, 5’ and 3’ untranslated region. (b) Nucleotide and amino acid sequence of OsERF48. Small letter, nucleotide sequence; capital letter, amino acid sequence; black box, AP2/ERF domain; grey box, conserved motifs (CMI-1,2,3 and 4).

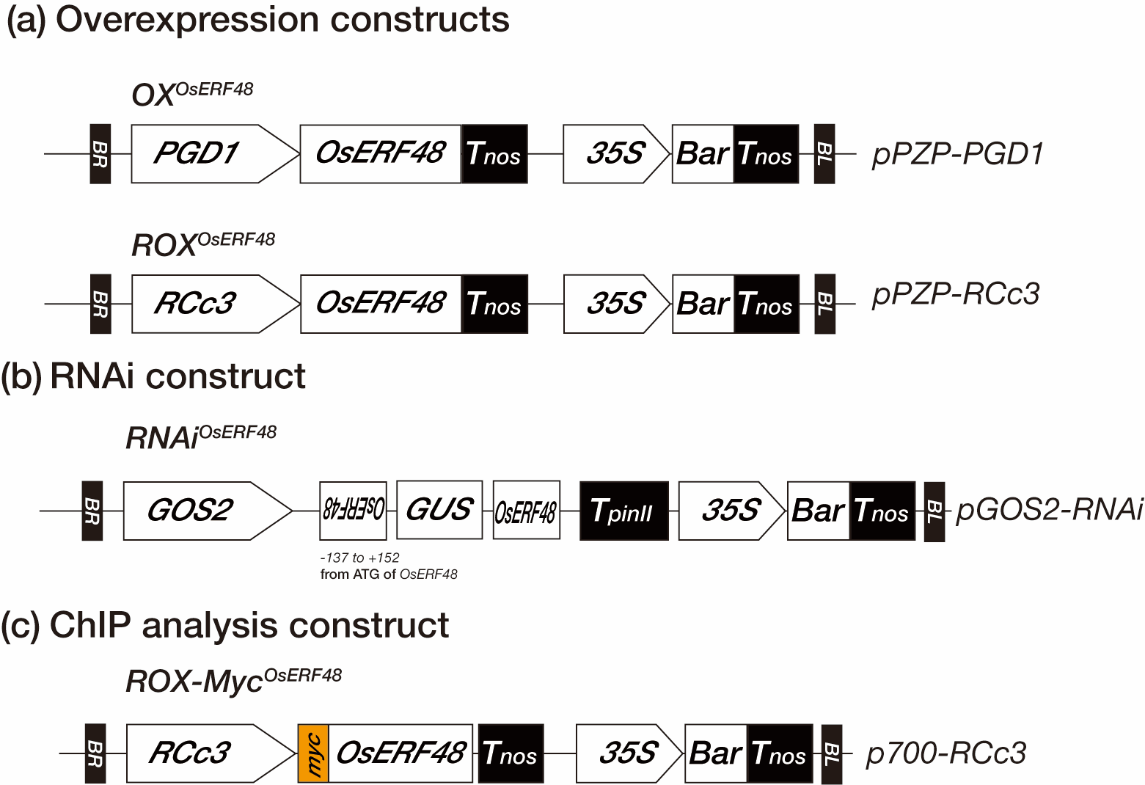

Figure S2. Vectors used for rice transformation.

(a) For *OsERF48*: whole-body (*OX^OsERF48^*) and root-specific overexpression (*ROX^OsERF48^*). (b) For the RNA interference construct, *RNAi^OsERF48^*. (c) For the myc-tagged version of *OsERF48*- *ROX-Myc^OsERF48^* *OsERF48, OsERF48* coding region; *PGD1,* promoter of rice *Cytosolic 6-phosphogluconate dehydrogenase* (Os06g0111500); *RCc3*, promoter of rice *lipid transfer protein-like* (Os02g0662000); *Tnos,* the 3’ region of *nopaline synthase* gene; *TpinII*, 3’ region of the potato (*Solanum tuberosum*) *proteinase inhibitor II* gene; *Bar*, a *herbicide-resistant selection marker*; *35S*, 35S promoter of *Cauliflower mosaic virus*; BL, left border; BR, right border.

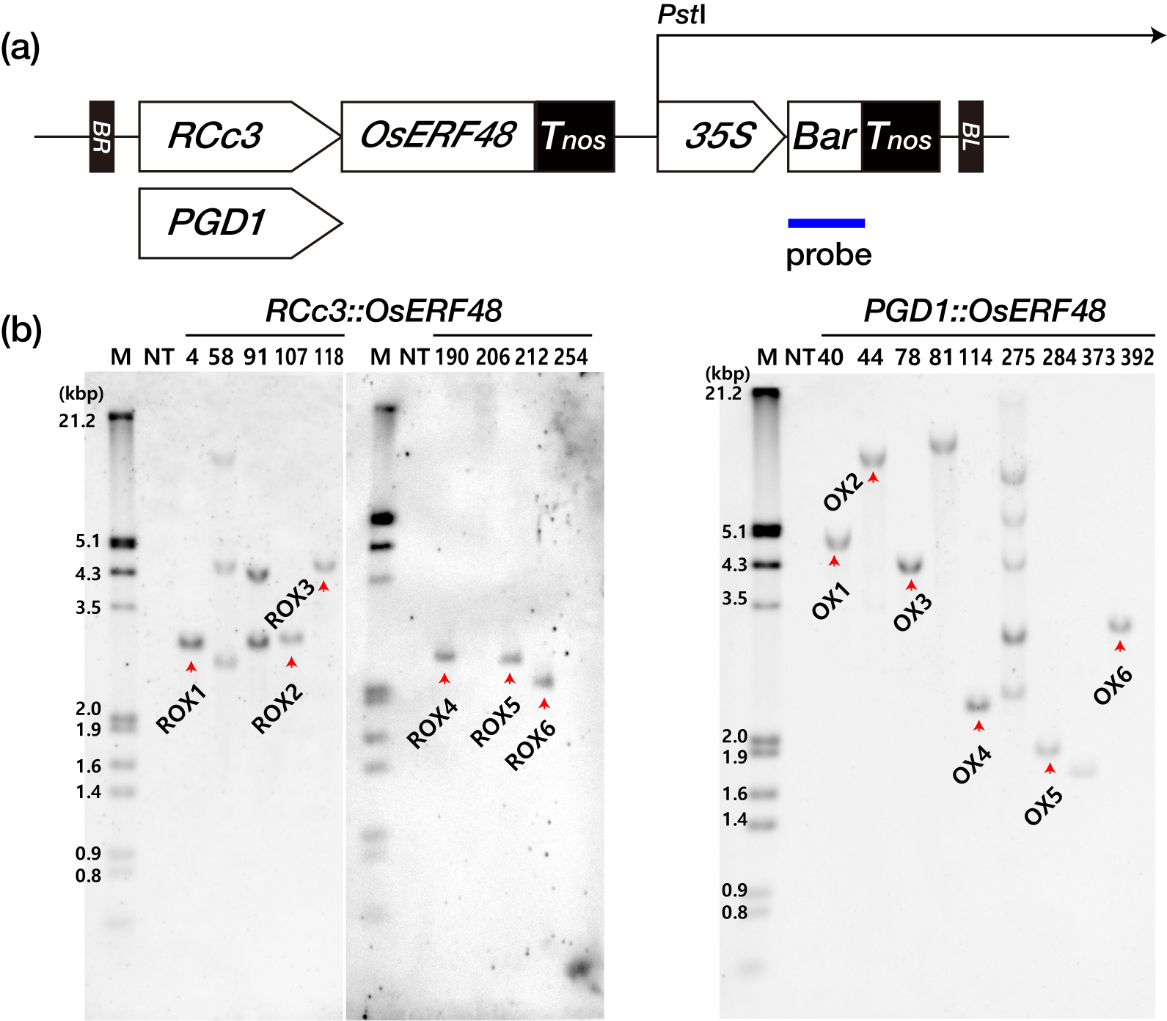

Figure S3. Southern blot analysis of *OsERF48* overexpression lines.

Five micrograms of genomic DNA from T_3_ transgenic and nontransgenic (NT) control plants was used after digestion with *Pst*I. (a) Single DIG-labeled probes corresponding to the *35S* promoter and *Bar* gene were designed for two overexpression vectors. (b) Southern blot analysis with the *Bar* probe. M, DNA marker. Red arrows indicate single copy band.

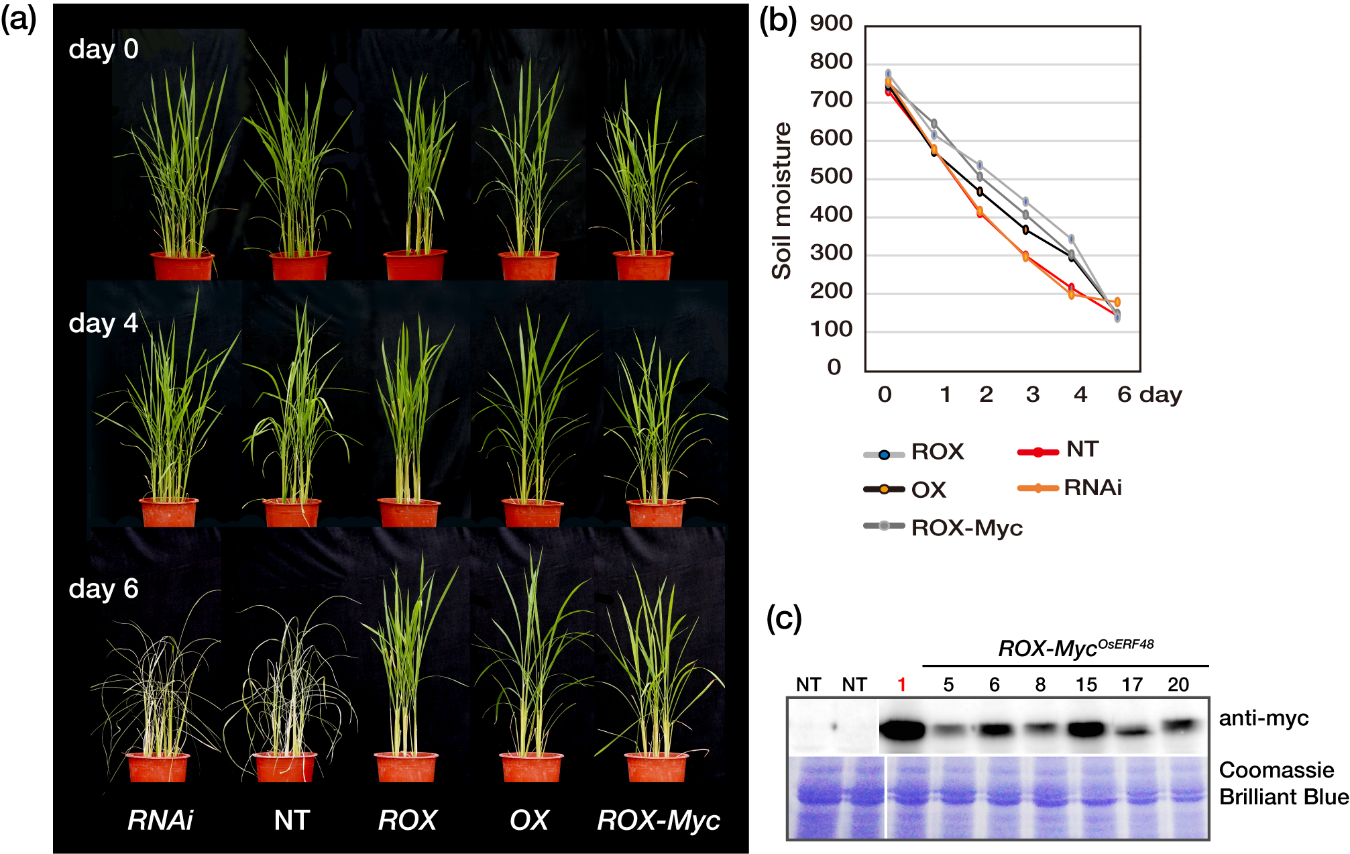

Figure S4. Drought tolerance of transgenic and nontransgenic (NT).

(a) Drought-tolerance of *OsERF48* transgenic and NT plants. All plants were grown in soil for 2 months under well-watered conditions and exposed to drought stress for 6 days. (b) Soil moisture of the pots exposed to drought treatment at the indicated time points. Values are the means ± SD (n=20). (c) Myc-OsERF48 protein expression in *ROX-Myc^OsERF48^* transgenic plants shown by Western blot analysis with an anti-myc antibody. NT indicates nontransgenic control plants. The upper panel shows Myc-OsERF48 recombinant proteins in the blot and the lower panel shows Coomassie Brilliant Blue staining as a loading control for each line.

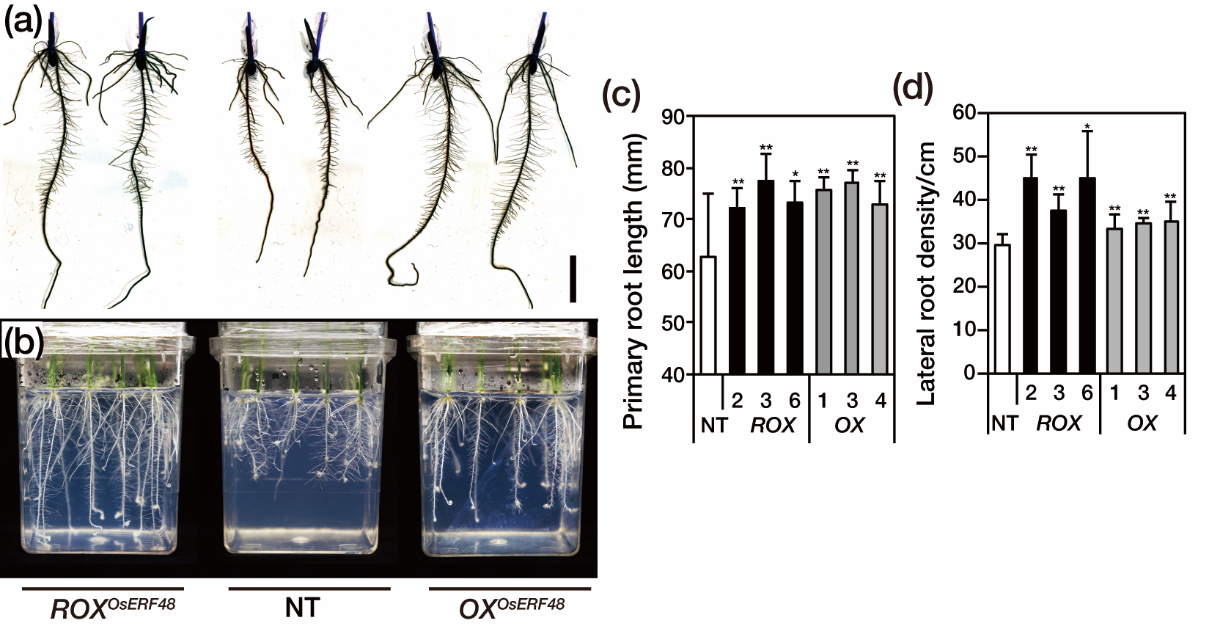

Figure S5. Vigorous root growth in *OsERF48* overexpressors.

Transgenic and nontransgenic (NT) plants were grown vertically in a square plates and growth boxes containing 1/2 MS media for 5 days. (a) The transgenic plants had longer and more branched root growth than the NT plants when grown in square plates. (b) Deeper root growth of transgenic plants compared to NT plants when grown in a growth box. (c) Length of primary roots of transgenic and NT plants grown in square plates. (d) Lateral root density in primary roots of transgenic and NT plants grown in square plates. Each data point represents the mean ± SD with biological replicates (n = 12) of 3 independent transgenic and NT control plants. *ROX*, *ROX^OsERF48^*; *OX*, *OX^OsERF48^.*

**
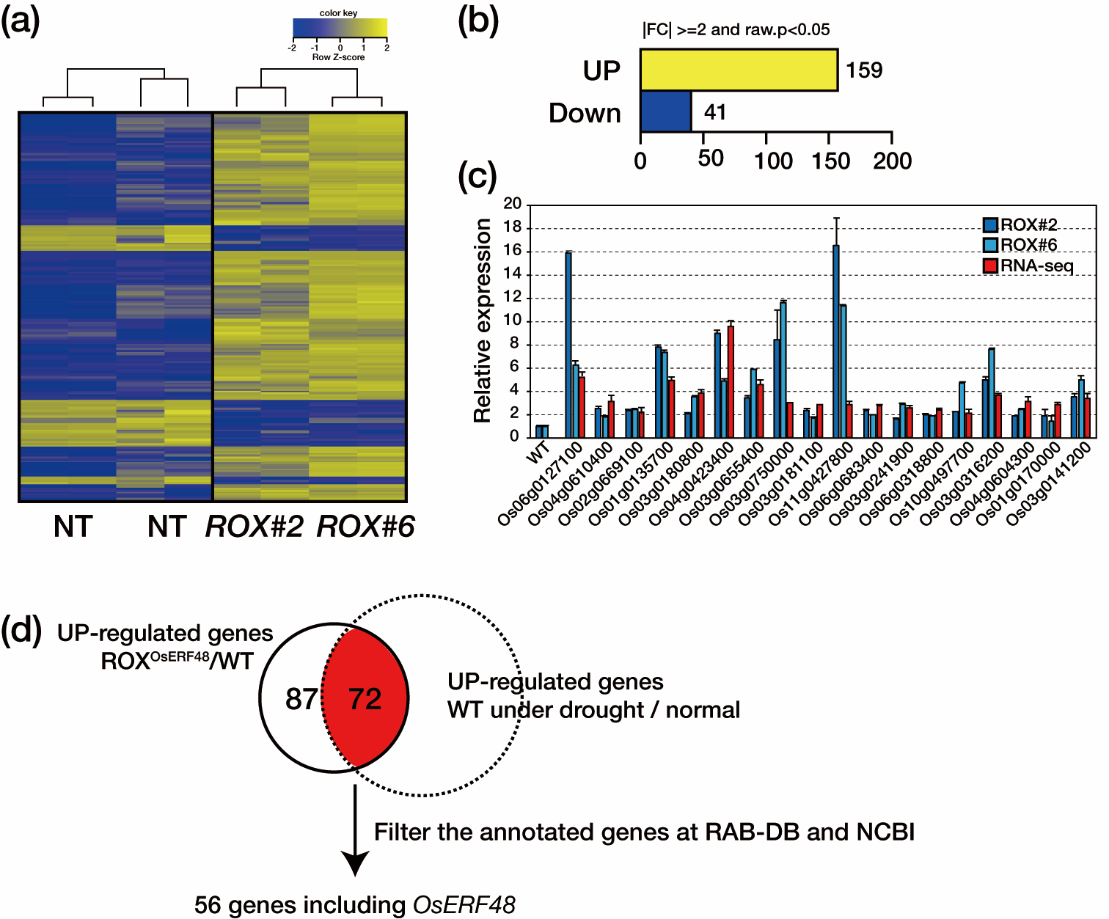
**

Figure S6. Transcriptome profile of *ROX^OsERF48^* roots compared with nontransgenic (NT) roots.

(a) Hierarchical clustering analysis of all differentially expressed genes (DEGs) based on expression levels. (b) Up- and down-regulated genes amongst the DEGs identified in *ROX^OsERF48^* roots. (c) qRT-PCR validation of 18 up-regulated genes using roots of 2-week-old *ROX^OsERF48^* lines (*ROX#2* and *ROX#6*). (d) Venn diagram of up-regulated genes amongst the DEGs identified in *ROX^OsERF48^* roots and DEGs identified in drought-treated NT roots from public data (TENOR: http://tenor.dna.affrc.go.jp/). *ROX*, *ROX^OsERF48^.*

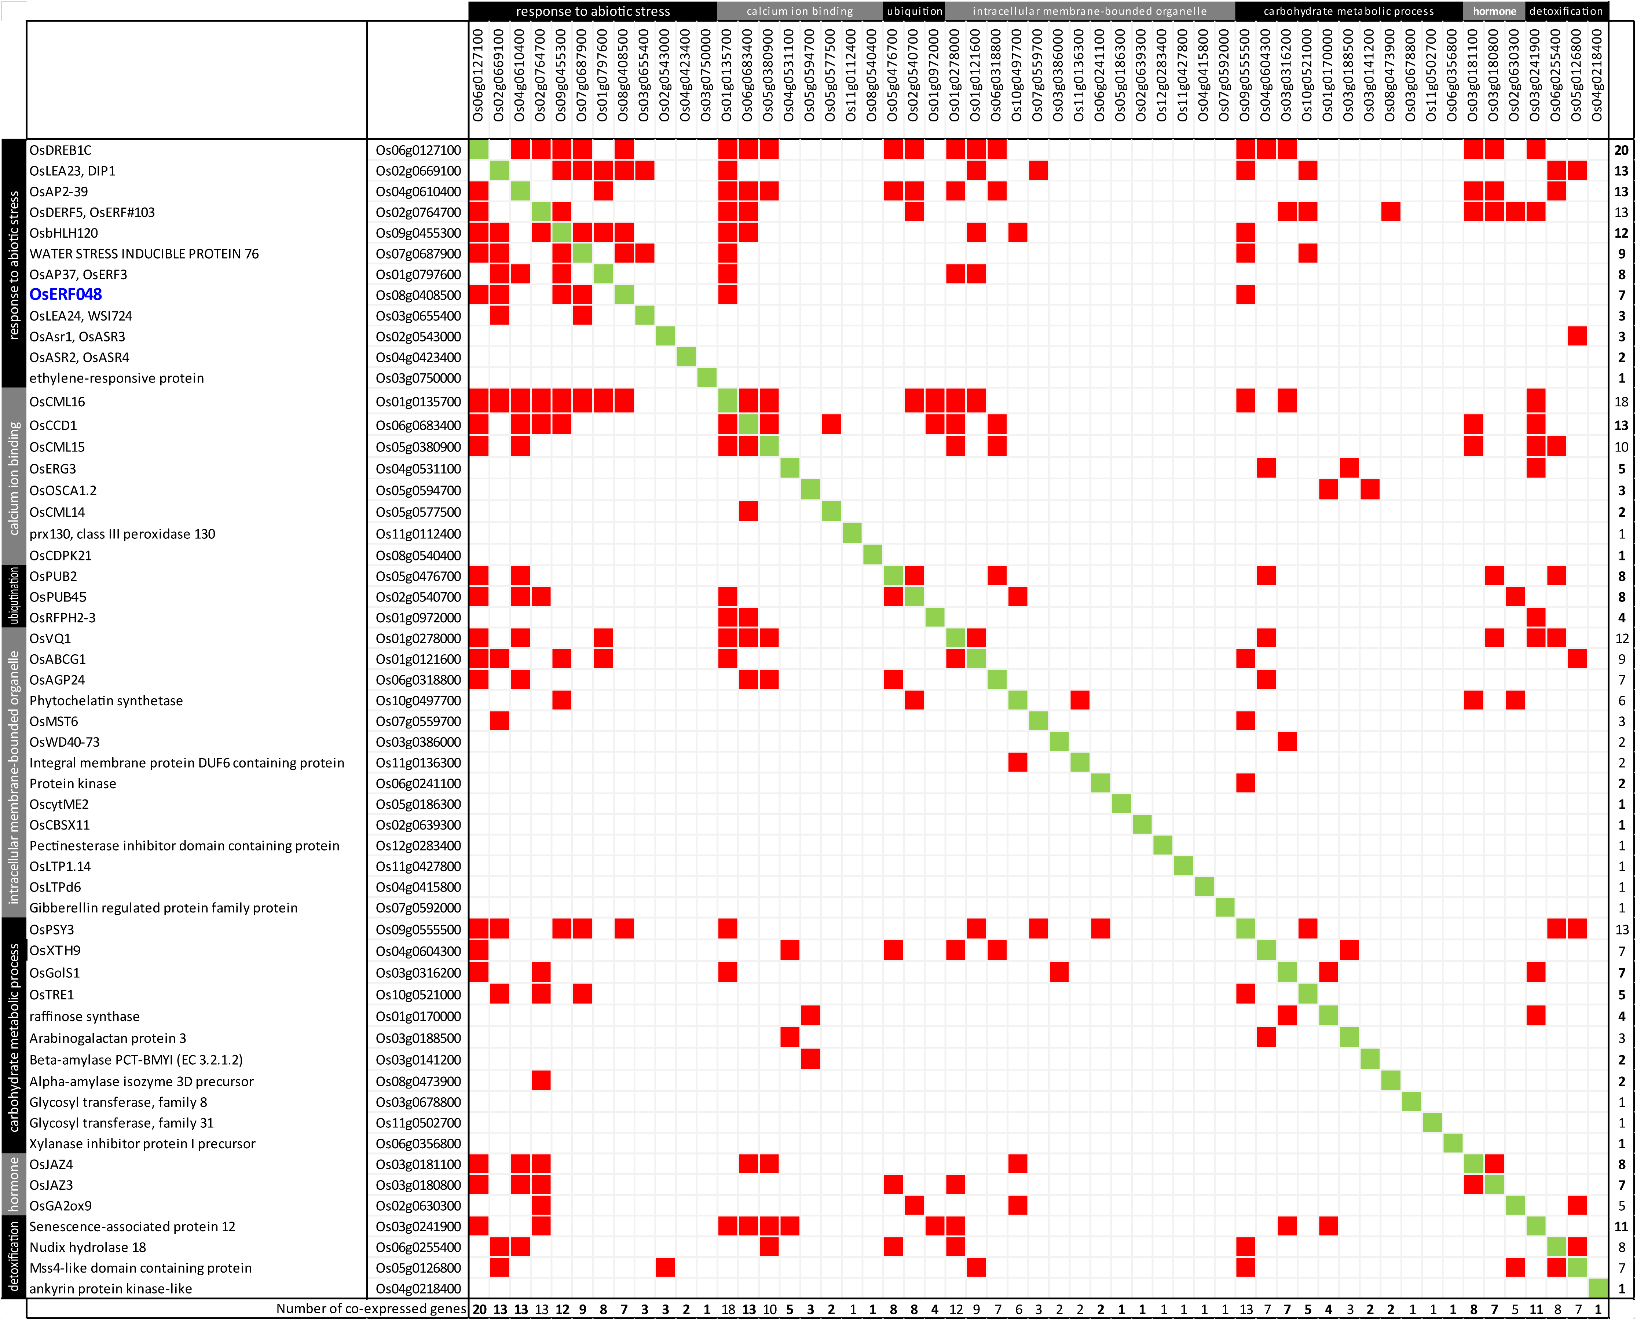

Figure S7. Co-expression matrix of 56 candidate genes identified amongst the differentially expressed genes (DEGs) in *ROX^OsERF48^* roots compared to wild type using the RiceFREND web tool (http://ricefrend.dna.affrc.go.jp/). Red boxes indicate pairings of each gene.

**
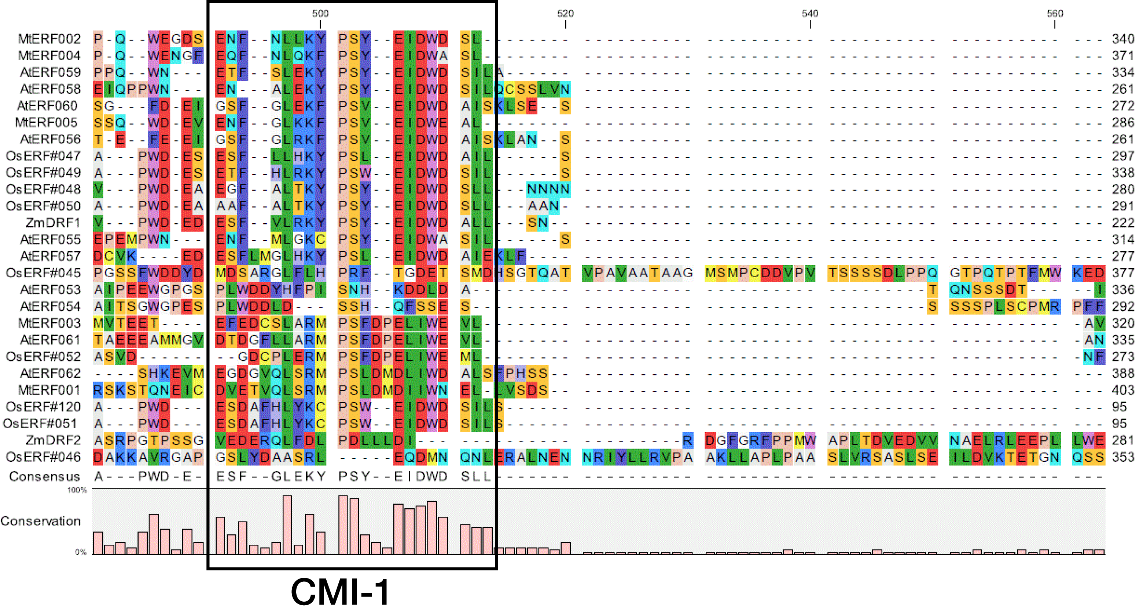
**

Figure S8. Alignment of amino acid sequences from the CMI-1 region of OsERF48 and orthologs.

OsERF48 orthologs from various plant species. We included group I from *Arabidopsis* *thaliana*, rice (*Oryza sativa*), legume (*Medicago truncatula*) and maize (*Zea mays*); 5 legume (MtERF0001; MtERF0002 (WXP2); MtERF0003; MtERF0004 (WXP1) and MtERF0005)*,*10 *A. thaliana* (AtERF053; AtERF054; AtERF055; AtERF056; AtERF057; AtERF058; AtERF059; AtERF060; AtERF061 and AtERF062), 9 rice (OsERF045, OsERF046, OsERF047, OsERF048, OsERF049, OsERF050, OsERF120, OsERF151and OsERF052) and 2 maize (DRF1 and DRF2) protein sequences were used for the multiple sequence alignment performed with the CLC sequence viewer software (https://www.qiagenbioinformatics.com). The black box indicates the CM1-1 region of OsERF48.

Table S1. Fifty-six candidate genes identified from the differentially expressed genes (DEGs) from the RNA-seq analysis of *ROX^OsERF48^* roots.

Superscripts 1-4 on references reports observations of the following:

1. Twenty genes in the co-regulatory network of *OsERF48*

2. Genes which expression was confirmed through RT-PCR

**Table S2.** Nodes (genes) constituting the *OsERF48* co-regulatory network.

Bold indicate 20 genes involved in DEGs of *ROX^OsERF48^* root.

**Table S3.** Primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

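Total RNA from roots of 2-week-old NT and *ROX* OsERF48 rice plants was sequenced by a service provider, which also made the DEG calls. The authors deposited FPKM values per gene and per transcript, and the text names neither the aligner, the quantification tool nor the genome build. Transcript lengths in bases were also deposited by the authors in the transcript table. The genes carry RAP-DB locus identifiers, and gene names were taken from Table 3, Table S1 and the text. Starts in the table are counted from 0 and were raised by 1. The gene name table of another rice assembly holds none of these identifiers and was not used here.

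Besides 4 columns per table that match no sample of the study and were not used here, the tables hold 8 columns. Their names tell NT from *OsERF48* transgenic libraries, 4 of each. The Set names with ERF48 give no promoter and were taken as *ROX* OsERF48, the only *OsERF48* transgenic samples that the study lists. The names do not give the transgenic line or the replicate number. The design fixed before the data were examined called for 3 group means, one for NT and one for each line. That fit, the comparisons of each line with NT and of the lines with each other were not possible, and the comparison of the 4 *ROX* OsERF48 with the 4 NT libraries, fixed in advance as an alternative, took its place. The column names show 2 styles, called the Root and the Set libraries, each with 2 NT and 2 *ROX* OsERF48 libraries. Fits with the library set as a covariate, within each set and with an interaction of set and genotype were chosen after seeing the data.

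From the deposited FPKM values, log2(FPKM + 1) was computed for the 26136 of 37869 genes with a mean FPKM of at least 0.5. limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend) gave fold changes, standard errors and p-values, adjusted by the Benjamini-Hochberg method where stated. Genes were called at an unadjusted p under 0.05 and a 2-fold change, the limits of the paper's methods. Gene lists were compared with 10000 random lists matched on mean expression. The camera test of limma was also run on the network neighbours, and its p-value is not given because it takes the 8 libraries as independent. The fits were tested on simulated fragments for 25778 genes, of which 200 were changed by 1.5 on the log2 scale. The fit of 4 against 4 libraries called 160 of the 200 and 0 others, and the fit with the library set as a covariate called 174 and 0 others. At an adjusted p under 0.05, the former found 59 of the 200 and 0 others, and the latter 200 and 14 others. The simulation drew 8 independent libraries with a dispersion of 0.02 and the same change in both sets. In limma's interaction test, 2 simulated genes had an adjusted p under 0.05 for a difference between the sets, against 5627 in the data. The Root pairs are also closer than the Set pairs, so the simulated counts of false calls do not carry over to these data.

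Depth was estimated from the steps in the FPKM values of genes with 1 transcript. It ranged from about 37600000 to 43600000 fragments in the Root libraries and from 46600000 to 49700000 in the Set libraries. The authors' FPKM values correct for depth and length. The Root pairs differ by little more than sampling noise, so n = 4 overstates the number of independent samples.

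The genes named in the text were fixed before the data were examined as those with an identifier in Table 3, Table S1 or Figure S6c, the ChIP negative control, the qRT-PCR reference and the genes whose promoters drive the constructs, and the 5 largest rises and 5 largest falls among called genes whose *ROX* OsERF48 libraries all lay on one side of the NT libraries. The alternatives tried were a pseudocount of 0.1, no filter and a minimum mean FPKM of 5, quantile normalization, scaling by median ratios, limma without a trend, unmoderated variances, ratios of mean FPKM, averaging of the closest libraries, sums over transcripts and leaving out each library. Depth and figures were made with Python 3.11.15.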

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

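The tests of *OsERF48* level, depth and pseudocount were chosen after their results had been seen, and the test of a background difference after the most changed genes had been seen. The tests of the Set NT level, of the size of the ACC oxidase gains and of overlapping genes were chosen after the values had been seen.

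The effect of the transgene differed between the Root and the Set libraries. With limma's interaction test, 5627 of 26136 genes had an adjusted p under 0.05 for the difference, with a spread taken between libraries that the paper's methods leave open to be technical replicates. Among the 34 genes examined by name, 26 did. The log2 fold change was larger in the Root libraries by 3.84 for *OsDREB1c*, 3.62 for *OsAP2-39*, 3.54 for *OsCCD1*, 3.42 for *OsCML16*, 3.33 for *OsDERF5*, 3.22 for *OsJAZ3*, 2.56 for *AP37*, 2.46 for *OsSAP12*, 2.42 for *OsAGP24*, 2.37 for *OsVQ1* and 2.18 for *OsAGP3*. Smaller excesses in the Root libraries were 1.60 for *DIP1*, 1.54 for *Mss4*, 1.43 for *OsGolS1*, 1.20 for *RS5*, 0.97 for *OsABCG1*, 0.91 for *OsXTH9* and 0.53 for *PGD1*. *OsERF48* itself differed the other way, by -1.06, and the native *RCc3* gene by -1.14.

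For the larger rise of the network genes in the Root libraries, several technical explanations were tested. The level of *OsERF48* would predict a larger rise of the transgene in the Root libraries, and the difference was -1.06. Depth would predict fewer fragments in the Set libraries, and their median was 1.23 times that of the Root libraries. With a pseudocount of 0.1, 19 of the 20 genes still rose more in the Root libraries. The median log2 fold change of all genes in the Root libraries was -0.073, so a shift of the whole library set does not account for it. The difference between the sets followed transcript length with a Spearman coefficient of 0.0433 across genes, which are not independent replicates. The choice of the 20 genes from these data is not excluded. The neighbours of Table S2 had a median difference of 1.40, at percentile 100 of random lists, but they were found by co-expression with the chosen genes and cannot tell. A higher level in the Set NT libraries was examined, with a median of Set NT minus Root NT over the 20 genes of 1.36 on the log2 scale, at percentile 100 of random lists, and a median of Set minus Root *ROX* OsERF48 of -0.85, at percentile 0. The difference between the sets is made up of these same terms, so they restate it and cannot tell which side causes it. A general stress state of the Root *ROX* OsERF48 samples was tested on WRKY genes. 75 genes described as WRKY, outside the paper's lists, had a median difference of 0.56, at percentile 100 of random lists, with medians of 0.36 in the Root and -0.14 in the Set libraries, the latter at percentile 0 of random lists, so part of the difference comes from the Set side. For these genes the median of Set NT minus Root NT was -0.32 and that of Set minus Root *ROX* OsERF48 -1.01, each at percentile 0. Their median difference was 0.58 with median-ratio scaling and 0.54 with quantile normalization. A stress state of the Root *ROX* OsERF48 plants and different transgenic lines or constructs in the sets, which the column names do not allow to be tested, are candidate explanations that cannot be told apart. The study lists NT samples beside those of a single line, then further NT samples beside those of the other line. The sets have the same make-up, so set and line may coincide, but the column names do not show it.

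Among called genes whose *ROX* OsERF48 libraries all lay on one side of the NT libraries, the 5 largest rises and 5 largest falls were in genes the paper does not discuss. Os07g0511400 had a log2 fold change of 8.19, Os03g0115800 of 7.56, Os08g0300501 of 6.43, Os03g0299700 of 5.98 and Os11g0206000 of 5.59, all described in the table as hypothetical proteins. The largest falls among such genes were -3.00 for Os05g0217700, -2.71 for Os11g0543500, -2.40 for Os11g0194800, -1.81 for Os06g0244000 and -1.67 for Os11g0443700. Os11g0543500 overlaps Os11g0543650 and Os06g0244000 overlaps Os06g0243900, and the use of strand in the counting is not stated. In each of the 4 NT libraries Os03g0115800 had an FPKM of at most 0.397, and in each *ROX* OsERF48 library at least 210.5. Some of these genes also differed between the sets, by -1.60 for Os07g0511400, -0.83 for Os08g0300501, -0.48 for Os03g0299700, 1.63 for Os05g0217700, 1.07 for Os11g0194800 and -1.73 for Os11g0443700. A change carried by one library set was tested, and 9 of the 10 genes changed at least 2-fold in the same direction in both sets. The choice of these genes already requires the same direction in both sets, so only the 2-fold size was open to the test. A change of the surrounding region was tested on the 20 genes directly beside them, of which 2 were past the 2-fold and p limits. A background difference between the transgenic and NT plants was tested on the 121 genes changed at least 2-fold the same way in both sets. Of these, 34 lay within 10 tested genes of another, against a median of 10 in 10000 random lists (share as large 0.0001, the smallest these lists can give). Overlapping genes that share reads were tested by merging them into 1, which left 25 of 116 near another against a median of 10 (share as large 0.00140). These genes may mark chromosome segments in which the transgenic and NT plants differ, and an effect of *OsERF48* cannot be told apart from that.

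Os02g0771600, which the paper used as a negative control in ChIP because its promoter holds AP2/ERF elements and it is absent from the network, had a log2 fold change of 2.78 (adjusted p = 0.697 from limma, from 0.604 to 1.000 over the alternatives fixed in advance, and 6.34e-04 with the library set as a covariate, 4.62e-07 in the Root and 0.0119 in the Set libraries alone, chosen after seeing the data; two-sided exact permutation test, p = 0.0571). Its FPKM was 4.94 ± 0.220 in Root NT, 30.6 ± 1.94 in Root *ROX* OsERF48, 25.2 ± 8.87 in Set NT and 227 ± 29.4 in Set *ROX* OsERF48 (SD, n = 2 libraries each). The table describes it as similar to an ACC oxidase, an enzyme of ethylene synthesis. Reads shared with other ACC oxidase genes were tested on the other 5, of which 1 was at least 2-fold higher (Os11g0186900, log2 fold change 1.03). The size of the gain was compared as well. In the Set libraries Os02g0771600 gained 202 FPKM and the others that rose gained 46.8 together, 0.232 times as much, so reads of these genes are too few to account for most of the rise there if they are shared in proportion. In the Root libraries the gains were 25.6 and 33.4, so shared reads are not excluded there. It passes the 2-fold and unadjusted p limits and so is 1 of the 196 higher genes. That it rises in *ROX* OsERF48 roots does not bear on whether OsERF48 binds its promoter.

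Among 68 groups of 4 libraries examined, 3 held a library far from the other 3, where chance gives 3.40. *OsGolS2* reached 17.8 FPKM in one Set *ROX* OsERF48 library, Os07g0511400 1.22 in one Set NT library and Os03g0115800 282 in one Set *ROX* OsERF48 library. No explanation was tested for these.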

How the results depend on the processing

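*OsERF48* and *OsCML16* stayed past the 2-fold and p limits in all fits that used a pseudocount of 0.1, other filters, quantile or median-ratio scaling, other variance estimates or transcript sums, whether or not libraries were averaged. Leaving out one library at a time gave log2 fold changes from 2.78 to 3.05 for *OsERF48* and from 2.34 to 3.06 for *OsCML16*.

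Against 196 higher, 41 lower and 45 genes with an adjusted p under 0.05, a pseudocount of 0.1 gave 283 higher and 124 lower genes, and ratios of mean FPKM 292 and 149. A minimum mean FPKM of 5 gave 121 higher, 17 lower and 23 adjusted. With the closest libraries averaged, 2 values against 2, there were 76 higher, 19 lower and 0 adjusted (140 genes had an unadjusted p under 0.05), and 6 of the 20 network genes, 11 of the Table S1 loci and 4 of the 18 genes of Figure S6c passed, against 17, 46 and 17. Across the 8 fits that each left out one library, the counts ran from 132 to 352 higher, from 43 to 81 lower, from 29 to 35 adjusted, from 12 to 19 network genes, from 31 to 45 Table S1 loci and from 10 to 17 genes of Figure S6c, and the median of the network neighbours ran from 0.54 to 0.89. The cause of these changes was not tested.

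3 alternatives were chosen after seeing the data. With the library set as a covariate there were 343 higher, 82 lower and 1848 adjusted genes. The Root libraries alone gave 1061 higher, 245 lower and 13235 adjusted, and the Set libraries alone 156 lower and 324 adjusted, with 5 network genes, 16 Table S1 loci and 8 genes of Figure S6c past the limits. In the Set libraries *OsCML16* had a log2 fold change of 0.99, just under the 2-fold limit, and the median of the network neighbours was -0.041, where it was 0.63 over all libraries. *PGD1* moved to -0.00825 and *RCc3* to 0.15 in the Set libraries. Leaving out one library at a time gave *RCc3* values from -0.98 to 0.14, above 0 without either Root *ROX* OsERF48 library, at 0.14 and 0.11, and *OsUbi1* reached -0.00213 under quantile normalization. Of 572 other values for 32 single genes under the alternatives fixed in advance, 36 no longer passed the limits and 8 newly did.

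The 35 splits of the 8 libraries into 4 and 4, the real one included, were counted. 6 splits gave as many genes in their more frequent direction as the 196 higher genes, 10 gave as many in their less frequent direction as the 41 lower genes, and 2 gave as many adjusted genes. Apart from the real split, with 45 adjusted genes, this was the split of the Root from the Set libraries, with 17481, and the rest gave at most 1. By this count alone the library set and the genotype cannot be told apart, but each set holds both genotypes in equal number, so a difference between the sets is not itself a difference between genotypes. The other splits that reached 196, 41 or 45 all divided the sets unequally. Among splits that divided them equally, the real one stood alone, the others giving at most 109 higher, 10 lower and 1 adjusted. For these counts that argues against a random division within the sets, though the Root pairs may be technical replicates. 5 splits gave a median of the network neighbours as far from 0, and all of these divided the sets equally. For the 20 network genes, the Table S1 loci and the 18 genes of Figure S6c, 1 split, the real one, gave as many, which shows no stability because these genes were picked from calls on the same libraries.

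No paired analysis was possible by sample number because the table columns carry none of the replicate numbers of the samples. The column names do hold a 1 or a 2 in both genotypes of each set, which nothing in the study's description ties to pairs. A fit blocked on this 1 or 2 could have been made, but was not run. Whether it would change the Set results, such as the adjusted p of 0.0626 from limma for *OsCML16*, is therefore open. Across genes, the differences between libraries 1 and 2 of NT and of *ROX* OsERF48 had a Pearson correlation of 0.257 in the Set and 0.0238 in the Root libraries, so same-numbered Set libraries deviate together to some extent, which the Set results here leave out of account. The comparisons of each transgenic line with NT, of the lines with each other, the fit with 3 group means and the line average were not run, since the columns do not give the line. Sums over transcripts equalled the gene values, so that alternative could not move a result. Ratios of mean FPKM leave the p-values as they were and give no other adjusted count, and camera was not run with other variance estimates.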

Differences from the paper's values

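With the 4 against 4 fit and the settings fixed for it, none of the paper's values compared here, the numbers of up- and down-regulated genes and the fold changes of Table 3 and Table S1, differed from the values computed from the deposited table by more than 1.5 times and beyond the spread between libraries. Every fold change of Table 3 and Table S1 was above the paper's value in that fit, such as 6.51 against 4.9 for *OsCML16* and 2.11 against 2.0 for *OsPSY3*. The cause of this offset was not tested. The paper gives 159 up- and 41 down-regulated genes, against 196 and 41 here. With unmoderated variances in place of limma's moderated ones, an alternative set before the data were examined, the numbers were 159 and 37. The equal count of 159 does not stand for the same list of genes. Of the 9 genes of Table 3 and Table S1 that missed the p limit in the 4 against 4 fit, 0 passed with unmoderated variances. Other alternatives set before the data were examined did differ by more than 1.5 times. A pseudocount of 0.1 gave 283 and 124, ratios of mean FPKM 292 and 149, averaged libraries 76 and 19, and a minimum mean FPKM of 5 gave 17 lower genes. Leaving out the first or second Set *ROX* OsERF48 library gave 352 or 317 higher genes, and leaving out the second Set NT library 81 lower ones. Of the fold changes of Table 3 and Table S1, 14 differed with a pseudocount of 0.1 and 13 with ratios of mean FPKM. With a library left out only the 20 genes of Table 3 were compared, and up to 5 of them differed.

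The paper counts all 20 genes of Table 3 and all loci of Table S1 as DEGs. 9 of them missed the p limit here, of which *OsAGP3* (log2 fold change 1.56, standard error 0.74), *DIP1* (1.41, standard error 0.65) and *OsPSY3* (1.08, standard error 0.52) belong to the network. *DIP1* passed with median-ratio scaling and *OsPSY3* with quantile normalization. These 3 passed when the first Set NT library was left out, and again when the second was. The other 6 are Os01g0972000, Os07g0559700, Os12g0283400, Os03g0678800, Os10g0521000 and Os07g0592000. Os01g0972000 and Os07g0559700 passed without the first Set *ROX* OsERF48 library, and Os07g0559700, Os12g0283400 and Os03g0678800 without the second. In the Root libraries alone 7 of the 9 passed, in the Set libraries alone Os10g0521000 and Os07g0592000, and with the library set as a covariate all 9, 3 alternatives chosen after seeing the values.

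The legend of Figure 4 gives fewer genes in the network than the 93 loci listed in Table S2.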

Other observations

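The tests on chromosome 11 and on genes lying near each other were chosen after several of the most changed genes were seen to lie on chromosome 11, and the merging of overlapping genes after the overlaps had been seen.

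The log2 fold changes of the library sets, each with its own NT libraries, were correlated across the 26136 genes with a Spearman coefficient of 0.0998 (genes are not independent replicates). 1047 genes were at least 2-fold higher in the Root libraries and 240 in the Set libraries, 89 in both, against 9.61 if the sets were unrelated. 249 and 183 were at least 2-fold lower, 32 in both against 1.74, and 15 genes changed 2-fold in opposite directions.

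Of the 121 genes changed 2-fold the same way in both sets, 22 lie on chromosome 11, where 6.53 would be in proportion to the genes tested (Fisher's exact test, p = 4.95e-07, which treats genes as independent). 11 of them start between 703095 and 5349280. Tandem copies of one gene family were tested as the source of this grouping over the genome, and 0% of the 34 genes near another shared an informative description with a gene near them. The test passes over the 15 of them described only as hypothetical or non-coding, some of which lie together, so it cannot tell whether tandem copies are involved. A single direction of change per region was tested too, and the densest region held 8 higher and 3 lower genes. Several of the genes overlap, such as *OsLTP1.14* and Os11g0428150, and may share reads. With overlapping genes merged into 1, 25 of 116 lay near another (share of random lists as large 0.00140) and 21 lay on chromosome 11 against 6.45 (Fisher's exact test, p = 1.51e-06). The pattern is consistent with, but does not establish, segments inherited differently by the transgenic and NT plants, and no sequence variant was examined here.

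The network neighbours of Table S2 were higher in *ROX* OsERF48 roots over all libraries. Whether one library set carries that shift was tested, and in the Set libraries their median stood at percentile 26 of random lists, so the shift may come from the Root libraries alone.

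The drought fold change that the paper lists for the Table S1 loci was correlated with the log2 fold change in the Root libraries by a Spearman coefficient of 0.335 and in the Set libraries by -0.0158, across 55 loci that are not independent replicates.

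The qRT-PCR reference *OsUbi1* had an FPKM of 611 ± 9.21 in Root NT, 692 ± 9.08 in Root *ROX* OsERF48, 975 ± 76.8 in Set NT and 1038 ± 0.212 in Set *ROX* OsERF48 (SD, n = 2 libraries each). The native *RCc3* gene, whose promoter drives the transgene, had 314 ± 10.1, 157 ± 6.58, 1422 ± 263 and 1561 ± 28.8 FPKM in the same order.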
